# High throughput error corrected Nanopore single cell transcriptome sequencing

**DOI:** 10.1038/s41467-020-17800-6

**Published:** 2020-08-12

**Authors:** Kevin Lebrigand, Virginie Magnone, Pascal Barbry, Rainer Waldmann

**Keywords:** Bioinformatics, Gene expression profiling, Genome-wide analysis of gene expression

## Abstract

Droplet-based high throughput single cell sequencing techniques tremendously advanced our insight into cell-to-cell heterogeneity. However, those approaches only allow analysis of one extremity of the transcript after short read sequencing. In consequence, information on splicing and sequence heterogeneity is lost. To overcome this limitation, several approaches that use long-read sequencing were introduced recently. Yet, those techniques are limited by low sequencing depth and/or lacking or inaccurate assignment of unique molecular identifiers (UMIs), which are critical for elimination of PCR bias and artifacts. We introduce ScNaUmi-seq, an approach that combines the high throughput of Oxford Nanopore sequencing with an accurate cell barcode and UMI assignment strategy. UMI guided error correction allows to generate high accuracy full length sequence information with the 10x Genomics single cell isolation system at high sequencing depths. We analyzed transcript isoform diversity in embryonic mouse brain and show that ScNaUmi-seq allows defining splicing and SNVs (RNA editing) at a single cell level.

## Abstract (web summary)

Droplet-based high throughput single cell sequencing techniques can often lose information on transcript splicing and heterogenity. Here the authors introduce ScNaUmi-seq, which uses Oxford Nanopore sequencing and barcoding to generate high accuracy full length sequences.

## Introduction

Single-cell RNA sequencing (scRNA-seq) is a key technique for the analysis of cell-to-cell heterogeneity and projects aiming at analyzing the transcriptome of all cells from complex organisms have been initiated (e.g., Human Cell Atlas^1^, Tabula Muris^2^). While droplet-based high throughput scRNA-seq approaches (e.g., 10xGenomics Chromium) allow the analysis of thousands of cells, they only yield limited sequence information close to one extremity of the transcript after Illumina short-read sequencing. Information crucial for an in-depth understanding of cell-to-cell heterogeneity on splicing, chimeric transcripts and sequence diversity (SNPs, RNA editing, imprinting) is lacking.

Long-read sequencing can overcome this limitation. Several studies used Pacific Biosciences (PacBio) or Nanopore long-read sequencing to obtain full-length single-cell data with the 10x Genomics Chromium system. Gupta et al.^3^ reported PacBio single-cell sequencing of 6627 cells. However, due to the low PacBio sequencing throughput, the sequencing depth was rather low (270 reads, 260 UMI, 129 genes per cell). Such a low depth limits analysis to highly expressed transcripts. Oxford Nanopore PromethION long-read sequencers generate 20 times more reads per flow cell than the PacBio Sequel II. The first Nanopore sequencing of 10x Genomics single-cell libraries was a targeted sequencing of antigen receptors in lymphocytes^4^. To assure correct barcode assignment, both studies used high accuracy Illumina sequencing data of the same libraries to guide cell barcode (cellBC) assignment to long reads. Volden et al.^5^ recently presented a Nanopore sequencing approach with undisclosed barcode assignment accuracy, that does not require Illumina data for cellBC assignment.

Single-cell sequencing library preparation requires rather strong PCR amplification. Amplification bias and chimeric cDNA generated during PCR amplification are issues that can be both addressed by unique molecular identifiers (UMIs), short random sequence tags that are introduced during reverse transcription. UMIs allow grouping of reads that correspond to same RNA molecule and elimination of PCR artifacts. In consequence UMIs minimize the risk that PCR generated chimeric cDNAs are falsely annotated as novel transcripts. Furthermore, UMIs allow the generation of error-corrected consensus sequences for each RNA molecule. Obviously, accuracy of UMI assignment is crucial. Previous long-read single-cell sequencing approaches either did not use UMIs^4^ or did not correct UMI sequencing errors^3,5^. They assigned every novel UMI read sequence to a novel UMI. However, with this strategy, the higher sequencing error rate of long-read sequencers causes serious issues. PacBio sequencers have a circular consensus error rate of about 1%. In consequence, about 10% of the 10 nt. UMI reads are expected to have at least one error. Fake UMIs are an even more serious issue with the higher Nanopore sequencing error rate of 5–8%. For 45% of the UMIs identified by Nanopore sequencing, Volden et al.^5^ could not find a corresponding UMI in the Illumina dataset of the same sample. The authors suggest that at least one-third of the UMIs were mis-assigned with their strategy due to Nanopore sequencing errors.

We addressed those issues and designed a long-read single-cell sequencing approach that combines the high throughput of Nanopore sequencing with high accuracy cellBC and UMI assignment. Our approach, entitled **ScNaUmi-seq** (Single-cell Nanopore sequencing with UMIs), enables the analysis of splicing and sequence variation at the single-cell level with the 10x Genomics Chromium system. This is illustrated with data on alternative splicing and RNA editing in embryonic mouse brain.

## Results and discussion

### Assignment of cell barcodes and unique molecular identifiers to Nanopore reads

We prepared a 190 cell and a 951 cell E18 mouse brain library with the 10x Genomics Chromium system and generated 43 × 10^6^ and 70 × 10^6^ Illumina reads (Supplementary Fig. 1) as well as 32 × 10^6^ and 322 × 10^6^ Nanopore reads for the 190 and 951 cell replicates, respectively.

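The tissue was hippocampus, cortex and ventricular zone of a C57BL/6 mouse at embryonic day 18 (E18). Single cells were captured in droplets with the 10x Genomics Chromium v2 chemistry, which primes reverse transcription on the poly(A) tail and gives each cDNA molecule a cell barcode and a UMI, a random sequence that marks 1 captured molecule. Both libraries came from 1 emulsion that was split before amplification, so they are technical replicates of the same cell suspension and carry no information on the spread between animals. The cDNA of each aliquot was sequenced on both platforms, which gives 4 libraries, 2 per platform. The authors deposited raw UMI counts per gene and cell barcode for Illumina, made with Cell Ranger on mm10, and raw UMI counts per annotated transcript isoform and cell barcode for Nanopore. The Nanopore counts were made by the authors by mapping to mm10 with minimap2, assigning barcodes and UMIs with Sicelore guided by the Illumina data, and keeping the UMIs that could be assigned to 1 Gencode vM18 isoform. Nanopore UMIs of a gene that were not assigned to an isoform were not analysed here. Nanopore gene counts are therefore sums over the isoforms of a gene, and all Nanopore values below are isoform-assigned UMIs.
After removal of cells with fewer than 5% of the 27998 genes of the Illumina matrix detected, 186 of 190 and 935 of 951 cell barcodes were kept. The Illumina libraries of the 190 and the 951 cell aliquot then held 1809081 and 8295650 UMIs in 14293 and 16074 genes. The Nanopore libraries held 993220 and 4889148 UMIs in 10583 and 12380 genes. The numbers of reads behind these UMIs are those stated by the paper. Cells were not treated as replicates. Tests were run on UMI counts summed per library, or per library and cell class, so the spread is that between the 2 aliquots. Confidence intervals of shares are exact binomial 95% intervals and cover counting error only.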

Since cellBCs and UMIs are located between a 3′ PCR priming site (adapter) and the polyA-tail of the cDNA (Supplementary Fig. 2b) we first searched for a >20 nt. sequence with at least 17 As within 100 nucleotides from the end of the read and then for the adapter downstream of the poly(A) tail. We identified both the poly(A) tail and the adapter in 57 ± 11% of the reads (Fig. 1b). This initial scan removed most of the low quality (QV < 10) and non genome-matched reads (Supplementary Fig. 3a–e).

**Fig. 1:**
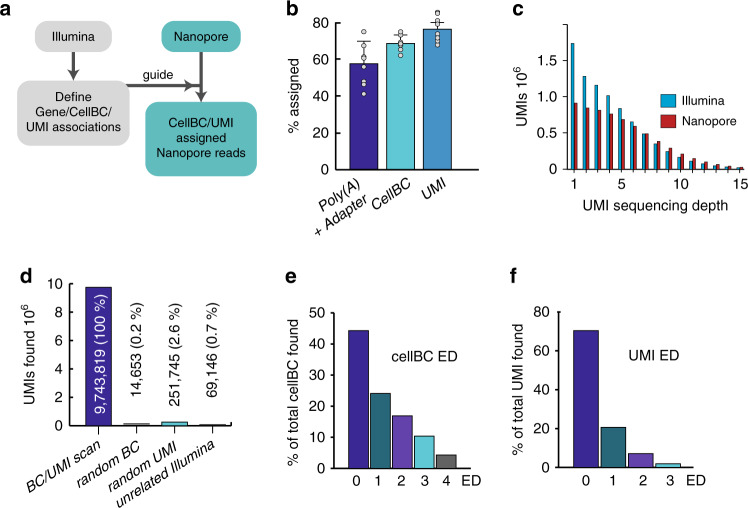
Efficiency and accuracy of cellBC and UMI assignment. **a** CellBC and UMI assignment strategy (Detailed in Supplementary Fig. 2). **b** Efficiency of cellBC and UMI identification for eight PromethION sequencing runs (*n* = 8): both poly(A) and adapter, 57 ± 11% (SD) of total reads; cellBC, 68 ± 4% (SD) of reads with identified poly(A) and adapter; UMI, 76 ± 3% (SD) of reads with identified cellBC. Boxes and error bars indicate the means and standard deviations, respectively, for *n* = 8 flow cells. **c** UMI sequencing depth (reads/UMI) for the Illumina and Nanopore dataset. **d** Accuracy of cellBC and UMI assignment. Number of cellBC and UMI assigned reads before and after replacement of cellBC or UMIs with random sequences and after cellBC and UMI identification guided by an unrelated Illumina dataset (24 × 10^6^ reads of the 190 cell sample were scanned). **e**, **f** Edit distance distribution of the cellBC and UMI assignment.

To ensure highly accurate barcode assignment, we used a strategy where barcodes assignment is guided with Illumina data. We first extracted for each gene and genomic region (500 nt. windows) the barcodes detected in the Illumina short-read data. We then compared the cellBC sequence extracted from each genome aligned Nanopore read with the cell barcodes found in the Illumina data for the same gene or genomic region. Following this strategy, we assigned cellBCs to 68 ± 4% of Nanopore reads with identified poly(A) and adapter sequence (Fig. 1b; Supplementary Fig. 3a, c; see methods section for details).

The poly(A) and cellBC discovery rates of our approach are, despite the higher error rates of Nanopore reads, similar to those reported previously for PacBio sequencing of 10x Genomics libraries^3^.

Molecular barcoding with UMIs facilitates elimination of PCR artifacts and sequencing error correction (Supplementary Fig. 4). Yet, high accuracy assignment of UMIs to long reads is challenging and was not reported as for yet. The principle reasons are: (i) long reads, in particular Nanopore reads, have a far higher error rate than Illumina reads. With a median Nanopore accuracy below 95%, more than half of the 10 nt. UMI reads are expected to have at least one error. (ii) Even at a high sequencing saturation, the majority of UMIs is covered by just a few reads (Fig. 1c). Clustering such unprecise UMI sequences with just a few reads per UMI is rather error prone. To avoid widespread UMI misassignment to Nanopore reads as reported by others^5^, we designed a UMI assignment strategy that is guided by Illumina high accuracy sequencing data. After assignment of the cellBC to the Nanopore read, we compared the Nanopore UMI read sequence with the UMI sequences found for the same gene (or genomic region) and the same cell in the Illumina sequencing data (see methods section for details). This strategy drastically reduces the complexity of the UMI search set, which corresponds to the number of transcripts molecules captured for a given gene or genomic region in one cell. Using this strategy, we assigned UMIs to 76 ± 3% of the reads with identified cellBC (Fig. 1b).

We next examined the accuracy of our cellBC and UMI assignment strategy. We replaced either the cellBC or the UMI sequence in each Nanopore read by a random sequence and examined the number of cellBC and UMI assigned reads (see methods section for details). The accuracy (100*(1−assigned_random_/assigned)) of both cellBC and UMI assignment were 99.8% and 97.4%, respectively (Fig. 1d). We also examined the precision of cellBC and UMI assignment with a second strategy where we compared the number of cellBC and UMI assigned reads obtained with the Illumina dataset of the same and of another unrelated 885 cell mouse brain sample. We found 140 times less cellBC and UMI assigned reads with the unrelated Illumina data, suggesting a combined cellBC/UMI assignment accuracy of 99.3%. The accuracy is likely higher since cellBCs and UMIs were found at higher edit distances (ED) with the unrelated Illumina dataset (mean ED: cellBCs, 3.01; UMIs, 2.28; *n* = 38,310) than with the short-read data of the same sample (mean ED: cellBCs, 1.05; UMIs, 0.51; *n* = 1,841,442).

To evaluate whether the additional cycles of full-length PCR amplification (see “Methods” section) or Nanopore library preparation skew the long-read dataset, we compared the cellBC and UMI assigned Nanopore data to the Illumina data of the same sample. On average, 79% of the RNA molecules (UMIs) and 91% of the genes identified in each single cell after Illumina sequencing were also found in our Nanopore dataset (Fig. 2a, b). 

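In the 1121 cells kept, the isoform-assigned Nanopore UMIs of a cell amounted on average to 57.8% of its Illumina UMIs. The mean was 54.5% ± 4.96 (SD over 186 cells) in the 190 cell aliquot and 58.4% ± 5.34 (SD over 935 cells) in the 951 cell aliquot. Of the genes with an Illumina UMI in a cell, 59.0% also had a Nanopore UMI in the same cell, with 56.3% ± 5.27 (SD over cells) and 59.5% ± 5.53 (SD over cells) in the 190 and the 951 cell aliquot. With the genes restricted to the 12561 that are named in both matrices, which was the alternative that moved this share most, it was 62.7%. Only 2 cells of the 190 and 13 cells of the 951 cell aliquot had fewer than 40% of their Illumina UMIs in the Nanopore counts. A gene had more Nanopore than Illumina UMIs in 0.991% and 1.23% of the cell and gene pairs with a Nanopore UMI in the 190 and the 951 cell aliquot.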

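The median cell had 2667 genes in the Illumina data and 1575 genes in the isoform-assigned Nanopore data. In the 190 cell aliquot the medians were 2826 and 1591 genes and in the 951 cell aliquot 2631 and 1572 genes. Part of this gap is depth. When every cell was thinned to 2000 UMIs, which left out 65 cells with fewer, the medians were 1078 genes for Illumina and 941 genes for Nanopore. Over the cells, the number of genes on the 2 platforms correlated with Pearson's r = 0.969 (0.971 in the 190 and 0.972 in the 951 cell aliquot). The number of UMIs correlated with r = 0.987 (0.991 and 0.988). Without the 2 cells farthest from the median on the x axis, r was 0.971 for genes and 0.990 for UMIs, and Spearman's rho was 0.969 for genes and 0.987 for UMIs. Gene expression was compared within each cell, on counts scaled to 10000 UMIs and the natural log of 1 plus the value, over the genes named in both matrices. These correlations run across genes, which are not independent replicates. The mean r over cells was 0.849, with 0.840 ± 0.0370 (SD over cells) in the 190 and 0.851 ± 0.0345 (SD over cells) in the 951 cell aliquot. Between the Nanopore profile of 1 cell and the Illumina profile of another cell of the same aliquot, the mean r over all such pairs was 0.568. Every Nanopore profile correlated most with the Illumina profile of its own barcode (186 of 186 and 935 of 935 cells). The authors assigned Nanopore reads to barcodes and UMIs found in the Illumina data for the same gene or region, so this match is largely given by the assignment. Of the alternatives, the choice of genes moved these values most. Over the genes detected in either library of a cell pair, the mean r fell to 0.695 for the same cell and 0.268 for different cells. This last value rests on 2000 random cell pairs per aliquot.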

The cellBC and UMI assigned Nanopore reads (median 28,120 /cell) reflect a median of 2427 genes and 6047 UMIs per cell with a good correlation between Nanopore and Illumina gene counts (Fig. 2a; *r* = 0.99), UMI counts (Fig. 2b; *r* = 0.99) and gene expression for individual cells (Fig. 2c, mean *r* = 0.90). 

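The platforms were also compared gene by gene on the UMIs summed over all cells of each library. Of 9855 genes that passed the filter on low counts, 4976 had different levels in the 2 Nanopore and the 2 Illumina libraries (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05), 1986 higher and 2990 lower in Nanopore. With the aliquot as a block, 6972 genes passed, 3240 higher and 3732 lower in Nanopore. With DESeq2's Wald test in place of edgeR, 3071 genes passed. The test recovered 51% of 200 genes with a 2-fold change in counts simulated from these libraries. It compares the platforms on 1 cell suspension, and the Nanopore level of a gene also depends on how many of its UMIs could be assigned to an isoform. The median absolute log2 fold change over all genes tested was 0.59. Of the called genes, 2512 were lower and 38 higher in Nanopore by more than 1 on the log2 scale. Among called genes with a mean of at least 100 UMIs per library and the same direction in both aliquots, 1820 were higher and 1108 lower in Nanopore.
The largest falls among these included those of Malat1, Atxn7l3b, Wdr89 and Trp53. Malat1, annotated as a long intergenic non-coding RNA on chromosome 19 (5795690 to 5802672, GRCm38), had 31767 and 160634 Illumina UMIs and 16 and 61 Nanopore UMIs in the 190 and the 951 cell aliquot. Its log2 fold change was -10.28 (standard error 0.14, adjusted p = 6.7e-06 from edgeR's quasi-likelihood test). For Atxn7l3b and Trp53, no Nanopore UMI was found in the 190 cell aliquot, and 4 and 1 were found in the 951 cell aliquot, against 5473 and 818 Illumina UMIs. Their fitted log2 fold changes of -9.63 and -8.91 depend on the prior count of the fit and are no bounds. The log2 fold change of Wdr89 was -9.02 (adjusted p = 7.5e-05), from 8269 to 10 UMIs in the 951 cell aliquot.
The 5 largest rises were Timm8a1 (log2 fold change 5.61), Gstp1 (5.44), Pgk1 (5.40), Timm23 (5.09) and U2af1l4 (4.87), with adjusted p between 7.0e-05 and 0.00029 in the same test. Gstp1 on chromosome 19 (4035407 to 4037985) had 32 and 63 Illumina UMIs against 405 and 2095 Nanopore UMIs. The levels of genes with near-identical copies are uncertain, since the counting of the authors could split their reads between the copies. These genes kept their direction and stayed past the threshold under each of the 6 alternatives. The paper reasons from the shares of shared UMIs and genes and from the correlations to its conclusion on the Nanopore dataset as a whole.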

In consequence, our cellBC and UMI assigned Nanopore dataset represents well the transcriptome captured in the 10x Genomics workflow.

**Fig. 2:**
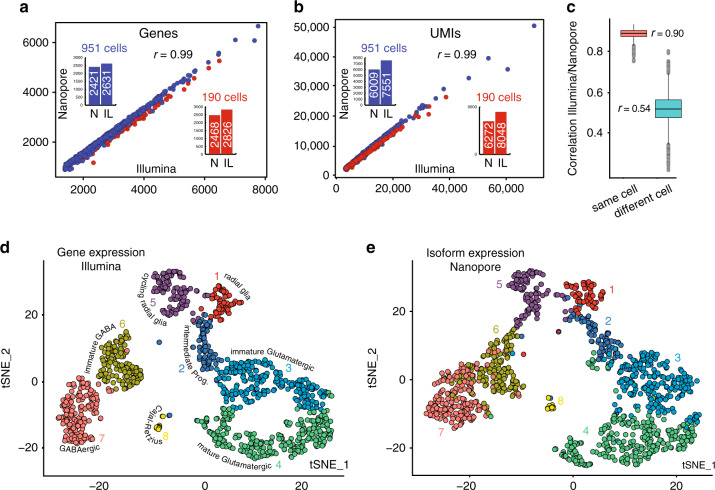
Comparison of Nanopore long read with short-read scRNA-seq. Number of genes **a** and number of UMIs **b** detected for each cell of the 190 and 951 cell datasets after Illumina and Nanopore sequencing. Median genes **a** and UMIs **b** per cells for both datasets are shown in the histograms. **c** Correlation of gene expression between Illumina and Nanopore sequencing data for each cell. Boxes represent the 25% quantile to 75% quantile range, upper and lower edges of notches are median +/− 1.58 * IQR/sqrt(n) (IQR: inter quantile range, *n* = 1121). t-SNE plots of Illumina gene expression **d** and Nanopore isoform expression **e** for 1121 cells (integration of the 190 and 951 cell datasets). Colors for individual cells are the same in **d** and **e**. Clustering details are in Supplementary Fig. 8 and Supplementary Data 1.

### Identification of transcript isoforms in full-length E18 mouse brain transcriptome

We next analyzed the transcript isoforms in our long-read dataset. 

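In the Nanopore counts of the 1121 cells, 31947 annotated isoforms of 12549 genes had at least 1 UMI. With at least 5 UMIs required, which was the alternative that moved the count most, 18678 isoforms were left. The 951 cell aliquot alone and the 190 cell aliquot alone gave 30681 and 20821 isoforms, each with fewer UMIs than the pooled cells. Of the 31986 isoforms with a UMI over all deposited cell barcodes, 31183 match a Gencode vM21 transcript with its version and 31969 (99.9%) match without it.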

In total we found 33,002 Gencode vM18 annotated transcripts where all annotated exon-exon junctions were supported by at least one UMI. It was recently suggested that single cells tend to express dominantly one transcript isoform of a gene^6^. 

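For genes that passed the 3 criteria of Supplementary Fig. 5, the share of the major isoform in single cells was recomputed from the Nanopore isoform counts. The criteria were at least 1000 UMIs, a major isoform with at most 75% of the UMIs of the pooled cells, and at least 20 cells with at least 10 UMIs, and 34 genes passed them. Of the 9847 pairs of a gene and a cell with at least 10 UMIs, 9741 (98.9%) had UMIs of several isoforms. For this count 1 UMI of a second isoform was enough, and UMIs from outside the cell were not estimated. The count therefore does not decide whether the cell itself expressed several isoforms. Since the highest of several shares is above the pooled share by chance, each cell was also simulated 1000 times by drawing its UMIs from the isoform shares of the pooled cells. The mean major share was above the range that held 95% of the simulations for 9 genes, Cdc42, Clta, Hnrnpk, Mpped2, Myl6, Nnat, Pantr1, Pkm and Tecr, where chance gives 0.85 genes. In the 951 cell aliquot alone 9 genes and in the 190 cell aliquot alone 1 gene exceeded it, of 34 and 11 genes that passed the criteria there. The other genes were within the simulated range.
Pyruvate kinase (Pkm, chromosome 9, 59656368 to 59679375, plus strand, GRCm38) had 2694 UMIs of Pkm-201 and 2595 UMIs of Pkm-202. Pkm-201 was the major isoform of the pooled cells with 50.9%. In the 120 cells with at least 10 Pkm UMIs, the major isoform of the cell held on average 88.2% (median 91.7%), against 60.8% in the simulation, and 46 of these cells had a single isoform. When the simulation drew from the shares of the cell's own class, the expected mean for Pkm was 85.9% (95% of simulations between 84.2% and 87.4%). Of the 34 genes, 6 exceeded the simulation within classes, Atp5h, Mpped2, Myl6, Nnat, Pantr1 and Pkm.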

While we noticed this for certain genes (e.g., Pkm), we also found many instances of well-expressed genes showing expression of several isoforms in a single cell (Supplementary Fig. 5).

We also identified 4388 novel isoforms in our dataset (Supplementary Fig. 6, Supplementary Data 2, Supplementary Data 3). We required that novel transcript isoforms: (i) are backed by at least five UMIs; (ii) have all splice junctions confirmed in a mouse brain Illumina short-read dataset; (iii) have a 5′ end within 50 nt. from CAGE-seq identified transcription start site; (iv) have a polyadenylation site within 50 nt. of the transcript 3′ end (see methods section and Supplementary Note for details). Globally, the novel isoforms were detected at far lower levels (Gencode: median 3795 UMIs/cell; novel: 60 UMIs/cell) than Gencode isoforms suggesting that some of those novel isoforms might reflect a certain leakiness of the splicing or transcription machinery.

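The 1121 cells were clustered on the Illumina gene counts with Seurat, on 2000 variable genes with the 2 aliquots integrated over 11 dimensions and a resolution of 0.8, which gave 10 clusters. Clusters were named from fixed lists of marker genes, and the suffix -like marks that the names rest on these markers alone. The thresholds for a name were set after the clusters had been seen. In the 190 and the 951 cell aliquot, 43 and 236 cells were mature glutamatergic-like, 37 and 196 immature glutamatergic-like, 31 and 142 immature GABAergic-like, 17 and 127 mature GABAergic-like, 25 and 94 cycling radial glia-like, 16 and 68 intermediate progenitor-like, 13 and 59 radial glia-like, and 4 and 13 Cajal-Retzius-like. The largest difference in the share of cells was that of mature GABAergic-like cells, with 9.14% of the cells of the 190 and 13.6% of the cells of the 951 cell aliquot. The leading genes by fold were Fabp7, Sparc and Mt3 in the radial glia-like cluster, Eomes, Neurog2 and Tac2 in the intermediate progenitor-like cluster, Sst, Maf and Nxph1 in the mature GABAergic-like cluster, Ebf1, Isl1 and Zfhx3 in the immature GABAergic-like cluster, and Reln, Snhg11 and Nhlh2 in the Cajal-Retzius-like cluster. The cycling cluster was led by cell cycle genes such as Ube2c and Top2a. Its markers of oligodendrocyte precursors (mean log2 fold 1.94) and immature GABAergic cells (0.885) were raised too, while radial glia markers were not (-0.562). This class may therefore mix cycling cells of several lines. In the radial glia-like cluster, microglia (2.20) and pericyte (2.23) markers were raised beside those of radial glia (4.12). Its isoform shares may thus include other cells. One of the 2 immature glutamatergic-like clusters, with 150 cells, had 8 of 8 markers of the class raised but none among its top 10 genes, where Tbr1 and the intermediate progenitor marker Sstr2 stood. Scrublet called 3 of 186 (1.61%) and 4 of 935 (0.428%) cells doublets. These cells were kept, and leaving them out was an alternative.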

A t-SNE plot of the Illumina short-read gene expression data reveals typical cell types for E18 mouse brain (Fig. 2d). t-SNE projection of transcript isoform expression defined by Nanopore sequencing (Fig. 2e) yielded a similar clustering without revealing novel well-defined sub-clusters. Globally, the isoform-based clustering was more diffuse than the gene-based clustering. This is likely due to: (i) a split of the UMIs for a given gene in a cell between several isoforms (16,612 genes vs. 33,002 isoforms). This results in globally lower isoform counts and a higher dropout rate (cells with zero UMIs for a given isoform). (ii) Only 63.6% of the UMIs could be assigned to exactly one transcript isoform, resulting in a further reduction of isoform UMI counts (Illumina: median 7605 UMIs/cell; nanopore: median 6047 geneUMIs/cell, 3795 isoformUMIs/cell).

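The isoform-assigned UMIs were counted per gene and per isoform over the same 1121 cells. The median gene had a UMI in 46 cells and the median isoform in 7 cells. A single cell held all UMIs of 952 genes and of 6687 isoforms. The share of entries at 0 in the table of features by cells rose from 86.8% for genes to 94.3% for isoforms. The paper proposes this split as one reason for the more diffuse isoform-based clusters.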

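The median over the 1121 cells was 7605 Illumina UMIs and 4472 isoform-assigned Nanopore UMIs per cell. The paper gives the same Illumina median but a lower median of isoform UMIs, and the cause of this difference was not settled. By aliquot, the medians were 8048.5 and 4394 UMIs in the 190 cell aliquot and 7551 and 4487 UMIs in the 951 cell aliquot. The number of isoforms per cell had a median of 1720 and 1704 in the 190 and the 951 cell aliquot. Over the cells with at least 2000 UMIs, all thinned to that number, the median was 997 isoforms per cell. The share of UMIs that was assigned to exactly 1 isoform needs the unassigned UMIs and was not analysed here.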

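Expression was averaged per cell class and aliquot after downsampling each cell to 4472 UMIs, and the 8 classes of the 190 cell aliquot were correlated with those of the 951 cell aliquot across genes or isoforms, which are not independent replicates. For Illumina genes, the mean Pearson's r between aliquots was 0.982 for the same class (0.960 to 0.992) and 0.881 for different classes. For Nanopore genes it was 0.987 (0.948 to 0.996) and 0.877, and for Nanopore isoforms 0.986 (0.950 to 0.995) and 0.879. Each of the 8 classes of the 190 cell aliquot correlated most with the same class of the 951 cell aliquot on all 3 levels. The classes came from a joint clustering of both aliquots after integration, so this match is partly given by the clustering.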

In two independent technical replicates, the 951 cell and the 190 cell datasets, the corresponding clusters correlated well in gene expression based on either Illumina or Nanopore data and in isoform expression deduced from Nanopore data (Supplementary Fig. 7).

We next searched for genes with a transcript isoform expression that differed between clusters. We noticed cell-type selective isoform usage for 76 genes and 174 differentially expressed isoforms (Supplementary Data 1, Supplementary Fig. 8b). For instance, Clathrin light chain A (Clta) (Fig. 3a–d) and Myosin Light Chain 6 (Myl6; Supplementary Fig. 9) undergo a pronounced isoform switch during neuronal maturation. 

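Isoform usage was tested on Nanopore UMIs summed per aliquot and cell class, for the 7 classes with at least 5 cells in each aliquot. The test asked whether the isoforms of a gene changed differently between 2 classes (edgeR's diffSpliceDGE with its gene-level quasi-likelihood F test, Benjamini-Hochberg adjustment over 640 genes with at least 2 isoforms past the filter on low counts). At an adjusted p under 0.05, 107 genes differed between mature glutamatergic-like and radial glia-like cells, 85 between mature GABAergic-like and radial glia-like cells, 13 between mature and immature glutamatergic-like cells, 6 between mature and immature GABAergic-like cells, and 10 between mature GABAergic-like and mature glutamatergic-like cells. In total 139 genes were called in at least 1 of the 5 comparisons. Of the study's list of 76 genes, 55 could be tested, and 40 were called in at least 1 comparison over all genes tested, 43 when adjusted over the list alone. The study chose this list on the same cells, so neither count is independent evidence.
Without the filter on low counts, 7691 genes were tested. The 5 comparisons, in the order above, then called 194, 89, 1, 0 and 7 genes. Of the 194 genes of the first comparison, 66 were also called with the filter. With the aliquot as a block, the last 3 comparisons called 38, 14 and 19 genes. Without 1 immature glutamatergic-like cluster that had none of its markers among its top 10 genes, an alternative chosen after seeing the data, the comparison of mature with immature glutamatergic-like cells called 1 gene in place of 13. In counts simulated from these data, 59.5% of 200 genes with swapped isoforms were recovered in the first comparison, and 89.1% of those with at least 500 UMIs and a change of at least 20 percentage points.
Between mature glutamatergic-like and radial glia-like cells, the 5 largest changes among genes with at least 50 UMIs in both classes were in Sh3glb1, Chchd3, Ergic3, Bnip2 and Pkm. The Sh3glb1 isoform ENSMUST00000198254.4 held 99.1% of 117 UMIs in mature glutamatergic-like and 3.19% of 94 UMIs in radial glia-like cells (adjusted p = 1.3e-13). The Chchd3 isoform ENSMUST00000127666.7 changed from 4.85% to 98.9% (adjusted p = 4.2e-14), the Ergic3 isoform ENSMUST00000088650.10 from 5.43% to 95.0% (adjusted p = 7.5e-18), and the Bnip2 isoform ENSMUST00000085393.12 from 11.8% to 97.7% (adjusted p = 1.2e-08) between radial glia-like and mature glutamatergic-like cells. In radial glia-like cells, the share of this Bnip2 isoform was 33.3% in the 190 and 7.14% in the 951 cell aliquot, out of 51 UMIs in all. All were called under each of the 10 alternatives. Between mature GABAergic-like and radial glia-like cells, the largest changes were in Ergic3, Clta, Psap, Pkm and Akap9. Psap-202 held 7.25% in mature GABAergic-like and 78.1% in radial glia-like cells (adjusted p = 1.6e-08), and Akap9-207 10.0% and 75.0% (adjusted p = 4.3e-08). Pkm-202 held 2.47% of the Pkm UMIs in radial glia-like, 12.4% in cycling radial glia-like, 18.9% in intermediate progenitor-like, 47.1% in immature GABAergic-like, 73.2% in mature GABAergic-like, 69.0% in immature glutamatergic-like and 86.2% in mature glutamatergic-like cells. The adjusted p of Pkm was 1.8e-20 between mature glutamatergic-like and radial glia-like cells and 2.9e-16 between mature GABAergic-like and radial glia-like cells. Between the 2 mature neuronal classes, the Celf2 isoform ENSMUST00000114934.10 held 46.9% in GABAergic-like and 10.8% in glutamatergic-like cells (adjusted p = 0.0012), the only one of the 5 genes with the largest changes there (Celf2, Fam110b, Evl, Rpl22l1 and Pkm) that was called under every alternative that could be fitted. Adjusted p-values in these sentences are from the same edgeR test.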

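Clta-204 rose from 5.11% of the Clta UMIs in radial glia-like cells to 78.2% in mature glutamatergic-like cells and 79.7% in mature GABAergic-like cells, while Clta-206 fell from 87.4% to 16.1% and 16.8%. By aliquot, the Clta-204 share in radial glia-like cells was 13.6% (95% interval 5.17% to 27.4%, 6 of 44 UMIs) and 3.81% (1.92% to 6.71%, 11 of 289 UMIs), and in mature glutamatergic-like cells 80.4% (74.3% to 85.5%, 168 of 209 UMIs) and 77.8% (75.3% to 80.2%, 881 of 1132 UMIs). The difference of 73.1 percentage points was 66.7 and 74.0 in the single aliquots. It was 57.5 at a clustering resolution of 0.4, where no intermediate progenitor-like class was separated and the radial glia-like class held 157 cells. Between mature glutamatergic-like and radial glia-like cells the adjusted p of Clta was 8.6e-18 and that of Myl6 7.4e-09 (edgeR's gene-level isoform usage test). Both were called under each of the 10 alternatives. Myl6-201 rose from 45.1% of the Myl6 UMIs in radial glia-like to 83.2% in mature glutamatergic-like and 91.3% in mature GABAergic-like cells, and the Myl6 isoform ENSMUST00000218127.1 fell from 52.3% to 13.9% and 5.30%.
Between immature and mature neurons the changes were smaller. Clta-204 held 71.9% in immature glutamatergic-like cells, and its usage there did not differ from that in mature glutamatergic-like cells in this test (adjusted p = 0.59) or in any alternative. In the GABAergic line it rose from 51.5% in immature to 79.7% in mature cells (adjusted p = 0.0072). This call was lost with Simes' method and without the filter on low counts. For Myl6, the adjusted p between mature and immature cells was 0.0039 in the glutamatergic and 0.0010 in the GABAergic line. The first was lost without the filter and without the immature glutamatergic-like cluster that lacks its markers among its top 10 genes, the second without the filter and at a resolution of 1.2. From the change of these shares between clusters, the paper concludes that both genes switch isoforms as neurons mature.

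**Figure D1:**
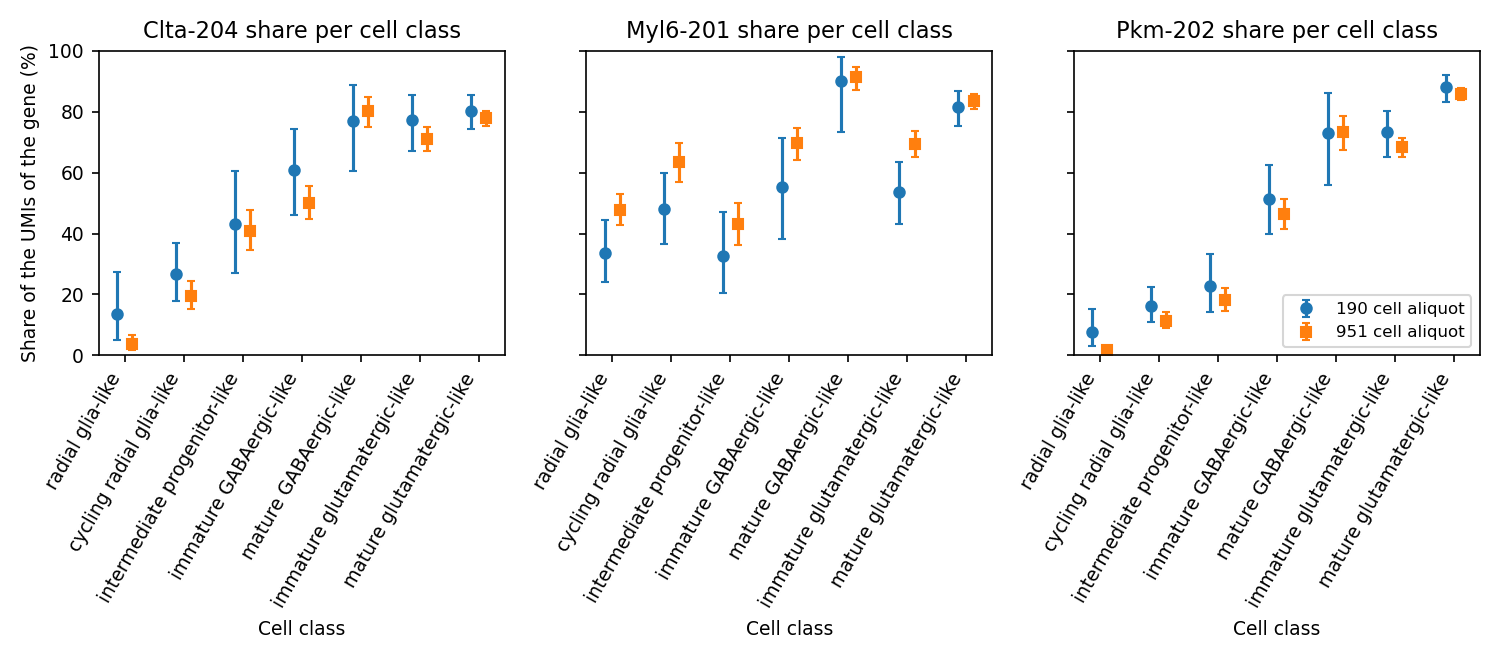
Share of Clta-204, Myl6-201 and Pkm-202 in the UMIs of their gene (y axes, percent) in the 7 cell classes (x axes), for the 190 cell aliquot (blue circles) and the 951 cell aliquot (orange squares). Bars are exact binomial 95% intervals, which cover counting error only. In radial glia-like cells Clta-204 sits at 13.6% and 3.81%, and in mature glutamatergic-like cells at 80.4% and 77.8%.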

Myosin and Clathrin are involved in neuronal migration and axonal guidance^7,8^ and in synaptic membrane recycling^9^ and synaptic remodeling^10^ associated with synaptic plasticity in mature neurons. The isoform switch of Clta and Myl6 might fine-tune both proteins for their respective roles at different developmental stages.

**Fig. 3:**
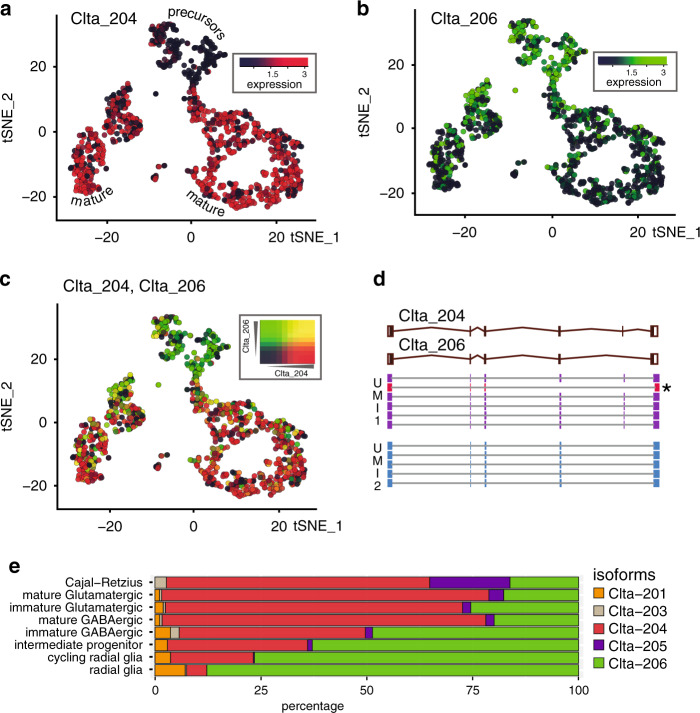
Nanopore scRNA-seq reveals transcript isoform diversity. **a**–**c** Clta isoform expression switch during neuronal maturation visualized on the t-SNE plot of Fig. 2d. **a** Clta-204 (ENSMUST00000107849.9), **b** Clta-206 (ENSMUST00000170241.7), **c** Overlay Clta-204/Clta- 206. **d** Principal Clta splice variants and supporting genome-aligned reads for two UMIs. A read not consistent with the UMI consensus (likely PCR artifact) is labeled with an “*”. **e** Relative expression of known Ensembl Clta transcript isoforms in different cell types of the brain (clusters of Fig. 2d).

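Clta (clathrin light chain A) lies on chromosome 4 of GRCm38 (44004452 to 44032846, plus strand). Clta-204 (ENSMUST00000107849.9) has 6 exons and Clta-206 (ENSMUST00000170241.7) lacks its exon 5, a coding exon of 54 nucleotides and 18 codons at 44030215 to 44030268, with the sequence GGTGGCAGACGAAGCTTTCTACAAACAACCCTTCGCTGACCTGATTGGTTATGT. In the 1121 cells, 2201 UMIs were assigned to Clta-204, 1316 to Clta-206 and 3718 to all Clta isoforms, against 4408 Illumina UMIs of Clta. The Clta-204 share was 21.2% (95% interval 17.2% to 25.6%, 387 Clta UMIs) in cycling radial glia-like cells and 41.3% (35.3% to 47.6%, 259 Clta UMIs) in intermediate progenitor-like cells. The shares of the 2 aliquots in these classes were 26.7% and 19.5%, and 43.2% and 41.0%. The share in intermediate progenitor-like cells depended on the clustering. When cells were clustered without the 76 genes of the study, that class held 51 in place of 84 cells, and the share was 59.2%. In cycling radial glia-like cells it was 21.5% in that setting.
Pkm-201 and Pkm-202 differ by a pair of coding exons of 167 nucleotides each, exon 9 of 11 in both. Exon 9 of Pkm-202 lies at 59675029 to 59675195 and that of Pkm-201 at 59675568 to 59675734 on chromosome 9.

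**Figure D2:**
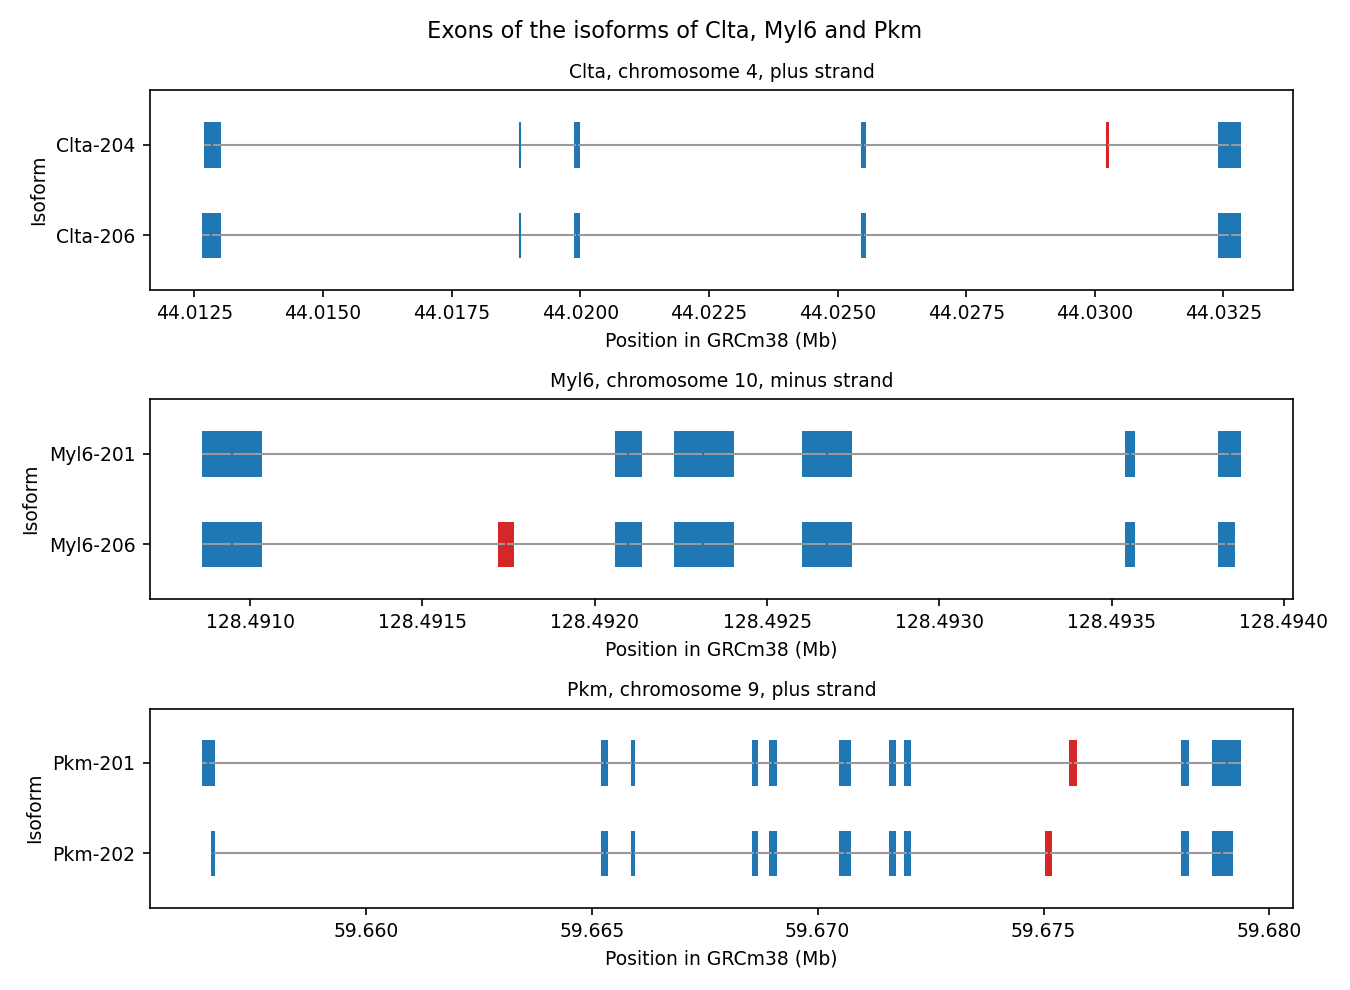
Exons (boxes, to scale) of the isoform pairs of Clta, Myl6 and Pkm along GRCm38 (x axes, Mb). Exons or alternative exons present in only 1 isoform of a pair are red, among them exon 5 of Clta-204 at 44030215 to 44030268.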

### ScNaUmi-seq can detect SNVs

We next examined how single-cell Nanopore sequencing with UMIs (ScNaUmi-seq) performs in defining SNVs for the ionotropic glutamate receptor Gria2, a post-synaptic cation channel that is A- > I edited at two sites, leading to a Q/R substitution within the pore that renders the channel Ca^2+^ impermeable and a R/G substitution within the ligand-binding domain that results in accelerated recovery from activation^11,12^. UMIs allow addressing the principle weakness of Nanopore sequencing, the low accuracy. Generation of consensus sequences for single RNA molecules (UMIs) allows boosting the Nanopore sequencing accuracy from 93% to beyond 99% (Supplementary Fig. 4b, c) and identification of such sequence heterogeneity at a single-cell resolution (Fig. 4a, b). Analysis of error-corrected Gria2 consensus sequences confirmed previous findings^11^ that Gria2 editing (Fig. 4c) is almost complete at the Q/R editing site (83.8%) and partial at the R/G editing site (20.8%) in E18 mouse brain. Long-read sequencing further revealed that editing of one site increases the probability that the other site is edited (Fig. 4c) and that editing of the R/G site increases during neuronal maturation (Fig. 4d) from 9.3% in neuronal progenitors to 26.7 and 26% in mature inhibitory and glutamatergic neurons respectively. Thus, single-cell long-read sequencing both confirms and extends previous knowledge on Gria2 editing in the central nervous system.

**Fig. 4:**
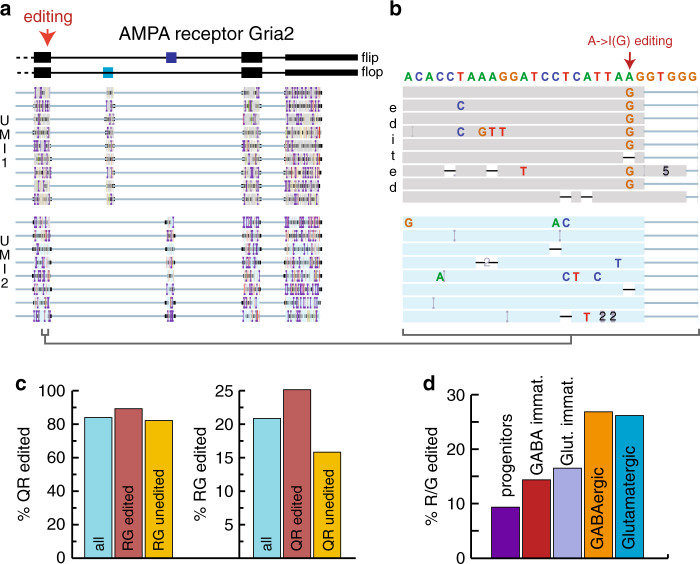
Nanopore scRNA-seq reveals sequence diversity. **a** Principal splice variants of Gria2. The 3′ end of genome aligned reads for two UMIs are shown (Integrated Genome Viewer, UCSC Santa Cruz). **b** Zoom onto the R/G A- > I editing site for the reads shown in **e**. **c** Q/R and R/G editing. Editing rates at the Q/R site are 89.1 and 82% for RNAs edited or unedited at the R/G site respectively. R/G site editing is 25.1% and 15.8% for Q/R site edited and unedited RNAs respectively. **d** Extend of A− > I editing of the R/G site increases during neuronal maturation. Progenitors, 9.3%, clusters 1,2,5 in Fig. 2d; GABA immature, 14.3%, cluster 6; Glutamatergic immature, 16.4%, cluster 3; GABA mature, 26.7%, cluster 7; Glutamatergic mature, 26%, cluster 4.

Combining the high throughput of Nanopore sequencing with UMI guided error correction thus allows both high confidence definition of transcript isoforms and identification of sequence heterogeneity in single cells.

Accurate cellBC and in particular UMI assignment is crucial in single-cell sequencing. To achieve this, we opted for an approach that is guided by Illumina data. While this requires additional short-read sequencing, this strategy has multiple advantages. (i) We achieve a cellBC assignment accuracy that is, despite the higher error rate of Nanopore reads, comparable to that previously reported for PacBio reads^3^. (ii) This is the first approach that enables accurate UMI assignment to long reads. (iii) The additional short-read dataset of the same sample provides a quality control that allows detecting bias introduced by the additional amplification of full-length cDNA during Nanopore library preparation.

One principal advantage of our approach is the accurate UMI assignment. The use of UMIs is even more important for long read than for short-read sequencing. Chimeric cDNA generated during PCR amplification is not an issue in short-read sequencing when only one extremity of the cDNA is sequenced. Conversely, PCR artifacts can severely affect the quality of long-read sequencing data. UMIs allow elimination of most of those PCR artifacts (Supplementary Fig. 4a). This will be particularly important for the identification of rare chimeric transcripts in single-cell studies of tumor heterogeneity.

In conclusion, ScNaUmi-seq can be easily plugged into standard single-cell sequencing workflows and should facilitate high throughput single-cell studies on RNA splicing, editing, and imprinting. We anticipate its usefulness in many biological and medical applications, from cell biology and development to clinical analyses of tumor heterogeneity.

## Methods

### Mouse brain dissociation

A combined hippocampus, cortex, and ventricular zone pair from an E18 C57BL/6 mouse was obtained from BrainBits LLC (Leicestershire, UK). A single-cell suspension was prepared following the 10x Genomics protocol for “Dissociation of Mouse Embryonic Neural Tissue”. Briefly, tissues were incubated with 2 mg/ml Papain in calcium free Hibernate E medium (BrainBits) for 20 min at 37 °C, rinsed with Hibernate-E/B27/GlutaMAX (HEB) medium, triturated and filtered through a 40 µm FlowMi cell strainer (Sigma-Aldrich). Cell concentration and viability were determined with a Countess^®^ II automated cell counter (Life Technologies).

### Single-cell cDNA library preparation

The E18 mouse brain single-cell suspension was converted into a barcoded scRNA-seq library with the 10x Genomics Chromium Single Cell 3′ Library, Gel Bead & Multiplex Kit and Chip Kit (v2), aiming for 1400 cells following the manufacturer’s instructions with the following modifications: To obtain batches with different cell numbers, we split the emulsion before reverse transcription into two aliquots (85.7% and 14.3%; targeting 1200 and 200 cells). We extended the PCR elongation time during the initial PCR amplification of the cDNA from the manufacturer recommended 1 min to 3 min to minimize preferential amplification of small cDNAs. Half of the amplified cDNA was used for short-read sequencing library preparation following the 10x Genomics protocol and sequenced on an Illumina Nextseq 500 sequencer (26bases + 57bases). We generated 43 M and 70 M Illumina reads for the samples targeting 200 and 1200 cells respectively and mapped them to the mouse genome (build mm10) with the 10x Genomics Cell Ranger software (v2.0.0).

For each PromethION flow cell (Oxford Nanopore) we re-amplified 2–10 ng of the 10x Genomics PCR product for eight cycles with the primers NNNAAGCAGTGGTATCAACGCAGAGTACAT and NNNCTACACGACGCTCTTCCGATCT (Integrated DNA Technologies, IDT). The Ns at the 5′ end of the primers avoid the preferential generation of reverse Nanopore reads (>85%) we observed without those random nucleotides. Amplified cDNA was purified with 0.65x SPRISelect (alternatively: 0.45x SPRISelect for depletion of cDNA smaller than 1 kb) and Nanopore sequencing libraries were prepared with the Oxford Nanopore LSK-109 kit (PCR free) following the manufacturer’s instructions. For the libraries targeting 200 and 1200 cells, we generated 32 M reads and 322 M reads, respectively.

#### Optional steps for the depletion of cDNA lacking a terminal poly(A)/poly(T)

Amplified single-cell cDNA contains to a variable extend (30–50%) cDNA that lacks poly(A) and poly(T) sequences. For the study presented here, we did not deplete those cDNAs. Such cDNA can be depleted after a PCR of 2–10 ng of the 10x Genomics PCR product for 5 cycles with 5′-NNNAAGCAGTGGTATCAACGCAGAGTACAT-3′ and 5′ Biotine-AAAAACTACACGACGCTCTTCCGATCT 3′. After 0.55x SPRIselect purification to remove excess biotinylated primers, biotinylated cDNA (in 40 µl EB) is bound to 15 µl 1x SSPE washed Dynabeads™ M-270 Streptavidin beads (Thermo) resuspended in 10 µl 5x SSPE for 15 min at room temperature on a shaker. After two washes with 100 µl 1x SSPE and one wash with 100 µl EB, the beads are suspended in 100 µl 1x PCR mix and amplified for 6–9 cycles with the primers NNNAAGCAGTGGTATCAACGCAGAGTACAT and NNNCTACACGACGCTCTTCCGATCT to generate enough material for Nanopore sequencing library preparation.

All PCR amplifications for Nanopore library preparations were done with Kapa Hifi Hotstart polymerase (Roche Sequencing Solutions): initial denaturation, 3 min at 95 °C; cycles: 98 °C for 30 s, 64 °C for 30 s, 72 °C for 5 min; final elongation: 72 °C for 10 min, primer concentration was 1 µM.

### Mapping of Nanopore reads

Nanopore reads were aligned to the *Mus musculus* Genome (mm10) with minimap2 v2.17 in spliced alignment mode (command: “minimap2 -ax splice -uf -MD -sam-hit-only -junc-bed”). The splice junction bed file was generated from the Gencode vM18 GTF using paftools.js, a companion script of minimap2. For reads matching known genes, the gene name was added to the corresponding SAM record (SAM Tag: GE) using the Sicelore (ScNaUmi-seq companion java toolkit) *AddGeneNameTag* method. Before cellBC and UMI assignment, SAM records were annotated with their Nanopore read sequence (SAM Tags: US) and read qualities (SAM tag: UQ) using the Sicelore *AddBamReadSequenceTag* method.

### CellBC and UMI assignment to Nanopore reads

Our Java software performs the following analysis steps (Supplemantary Fig. 2a):

1. *Parsing of Illumina data:* To retrieve accurate cellBC and UMI information, BAM files with the cellBC and UMI assigned Illumina data generated by the 10x Genomics Cell Ranger software were parsed. For each gene, we extracted the cellBC from the Illumina data and identified the UMIs found for each gene/cellBC combination. We also associated genomic regions (window size 500 nt.) with cellBCs and UMIs to account for reads that match outside of annotated genes. The parsed Illumina data were stored in nested Hash tables as serialized Java objects.
2. *Search for poly(A) tail:* Our software searches for a poly(T) and a poly(A) sequence (default 85% A or T, ≥20 nt.) within 100 nucleotides from the 5′ or 3′ end of the read, respectively. Reads without poly (A or T) and reads with a poly(A or T) on both ends are not further analyzed.
3. *Search for 3*′ *adapter sequence:* The cellBC and the UMI are located between an adapter sequence (10x Genomics 3′ PCR priming site) and the poly(T) of the reverse transcription primer (Supplementary Fig. 2b). To define the position of the cellBC we searched for the adapter sequence between the extremity of the read and the poly(A/T) sequence identified in the previous step using sliding window Needleman Wunsch alignments. The position with the best adapter match (least mismatches) was used. We found that searching for just the ten 3′ nucleotides of the adapter with 3 allowed mismatches (adapter found in 90.4% of the reads with poly(A)) more efficient than a search for a 20 nucleotide adapter sequence with 6 allowed mismatches (79.9% adapter found in poly(A) reads). Possible reasons for this are (i) The adapter 5′ end is very close to the extremity of the read and read quality might be lower there. (ii) Intrinsic error rate of Nanopore sequencing might be higher for the 5′ of the adapter sequence.
4. *Search for internal adapter and poly(A):* To flag reads corresponding to chimeric cDNA generated during library preparation, we searched for internal adapter sequences in proximity of a A- or T-rich sequence and flagged those reads as chimeric reads in the output file. In our dataset we found internal adapters in 3.5% of the reads.
5. *Search for cellBCs:* Cell barcodes in high accuracy Illumina reads are typically assigned by grouping reads that differ by not more than one position (edit distance: ED = 1). Indels are typically not considered. In consequence just 48 possible permutations of the 16 nt. cellBC reads need to be analyzed and assignment of reads to a barcode is highly reliable. Nanopore reads still have a mean error rate of about 5–10% (substitutions and indels). In consequence higher edit distances need to be examined and indels must be considered. This implies the generation and analysis of $$\mathop {\sum}\nolimits_{i = 0}^{\mathrm{ED}} {128^i}$$ barcode sequence permutations (2,113,664 for ED = 3) for each read. A 50 million read PromethION sequencing run would require the generation and analysis of about 10^14^ barcode sequences for ED = 3. This is clearly not feasible using reasonable sized compute clusters and standard bioinformatics approaches where sequences are typically treated as text. To solve this computational bottleneck, we encoded the barcode sequences using 2 bits per base (A: 00, G:01, T:10, C:11) which allows encoding of the entire 16 nucleotide cellBC into just one integer. This bitwise encoding allows performing substitutions, insertions, and deletions using highly efficient bitwise operations that require just one CPU cycle. Encoding cellBC and UMIs into integers also tremendously accelerates the search for matching Illumina cellBC or UMIs, since searching for a matching integer is much faster than searching for matching strings. An additional challenge for accurate barcode assignment is that 10x Genomics cellBCs are randomly selected out of a pool of 750,000 barcode sequences. The used barcode sequences are not known in advance. Clustering the Nanopore barcode reads correctly without a priori knowledge of the used barcodes is rather error prone, since two reads that each have e.g., two sequencing errors in the cellBC, can differ in up to four positions when compared to each other. To improve the accuracy of cell barcode assignment, we used the cellBC sequences defined by Illumina sequencing of the same libraries to guide the cellBC identification in Nanopore reads. For each genome aligned Nanopore read, we extracted the sequence (16 nt. barcode plus 4 nt. to allow insertion errors) just downstream of the adapter (position corrected for indels in adapter) identified in the previous step. We also extracted the barcode sequences for the preceding and following position to account for eventual terminal indels in the adapter read. We then compared the extracted Nanopore barcode sequences and all possible permutation up to a defined edit distance with: (i) The cellBCs identified by Illumina sequencing for the same gene if the Nanopore read matches a known gene in the Illumina dataset; (ii) Illumina cellBCs sequences for the genomic region (500 nt. window) if the Nanopore read matches an unannotated genomic region or if the gene name was not found in the Illumina data. Since the Nanopore barcodes are only compared with Illumina barcodes found for the same gene or genomic region, the complexity of the search set is reduced. Barcode matches, eventual second-best barcode matches and their quality (edit distance) were recorded in the output BAM file. The maximal ED is dynamically selected (ED limit 1–4) and depends on the number of cellBCs found for the same gene or genomic region in the Illumina data (the complexity of the search set). The software allows to define the maximal false assignment percentage as a parameter. We used computer simulations of collision frequencies to define the complexity of the search set (number of Illumina barcodes) allowed for different edit distances and maximal false assignment percentages. Simulation data are supplied as an XML file and can be easily adapted. Optionally the software also allows the definition of fixed edit distance limits.
6. *Search for UMIs:* To identify the ten nucleotide UMI, 14 nucleotides (to allow for insertions in the read) following the end of the cellBC sequence (position corrected for barcode indels) were extracted. For UMI assignment, we used the same strategy as for cellBC assignment. We searched for matching UMIs in Illumina data for the same cellBC and either genomic region or gene identified in the previous step. This means the complexity of the search set corresponds to the copy number of a given gene in just one cell. The maximal allowed edit distance which is dynamically adjusted depending on the complexity of the search set (detailed above).
7. *Determination of cellBC and UMI assignment accuracy:* To evaluate the accuracy of cellBC and UMI assignment, we first scanned each Nanopore SAM record for a matching Illumina cellBC or UMI. We then repeated the scan where we replaced each cellBC or UMI sequence extracted from the Nanopore read by a random sequence and mutated this random sequence allowing the same number of mutations (edit distance) that was used for the same SAM record in the previous scan and searched for matching cellBC or UMIs in the Illumina dataset. The ratio between the number of reads that were assigned to both a cellBC and UMI after and before replacement of the cellBC or the UMI against a random sequence is the false assignment probability.
  The cellBC assignment accuracy is particularly high, since after an incorrect cellBC assignment, the UMI is compared with the UMIs associated with this wrong cellBC in the Illumina data. In consequence, most reads with falsely assigned cellBC are subsequently eliminated during UMI assignment. The false barcode assignment rate in cellBC and UMI assigned reads is thus the product of the false cellBC and the false UMI discovery rate. With the default cellBC (5% false assignment) and UMI scanning (2% false assignment) parameters we used, we obtained an effective cellBC assignment accuracy of 99.8%, which is close to the value expected with those parameters. In a second approach to assess the accuracy of cellBC and UMI assignment we guided the barcode and UMI assignment to the Nanopore reads with Illumina short-read sequencing data from an independent mouse brain single-cell sequencing experiment. The unrelated Illumina dataset was from an 885 cell P18 mouse brain sample (GEO accession number GSM4224249, 219k reads/cell, 88.1% sequencing saturation, 6550 UMIs/cell, 2739 genes/cell).
  While in the first approach (replacement against random sequences), the maximal edit distance tested for each read was limited to the edit distance for which a match was found (if any) with the non-random sequences, in the second approach, the cellBC and UMI search was allowed to proceed up to the maximal allowed edit distance. E.g. when for a given Nanopore read a cellBC match was found with the correct Illumina dataset at ED = 0, a cellBC match at a higher edit distance in the unrelated Illumina dataset was considered a match.
8. *Maximal possible Barcode and UMI assignment efficiency with 10xGenomics data:* Since our software scans for matches of the Nanopore cell barcodes with barcodes associated with cells (the relevant barcodes), barcodes associated with empty drops are ignored. The maximal possible barcode discovery rate in Nanopore reads corresponds to the percentage of reads associated with cells in the Illumina dataset: 83.7% and 85.1% for the 190 cell and the 951 cell sample, respectively.
  The maximal UMI discovery rate for Nanopore reads depends on the Illumina sequencing depth of the same sample and corresponds to the sequencing saturation computed by the 10xGenomics Cell Ranger software after Illumina sequencing. The sequencing saturation is the probability that a matching UMI is found in the Illumina dataset for a given read. For the 190 cell and 951 cell samples, the sequencing saturations were 90.5% and 74.8% respectively. Efficiencies of barcode assignment are given as percentages of cell associated barcodes. UMI assignment efficiencies were corrected for the sequencing saturation.
9. *Compatibility of the software:* The software is compatible with the 10x Genomics workflow v2 and the recent upgrade (v3) which uses 12nt UMIs. It can also be used for cellBC and UMI assignment of long-read single-cell data generated with other single-cell isolation systems with the following limitations: The cDNA needs to have a 3′ adapter followed by a cellBC, an UMI and a poly(A). CellBC and UMI length, adapter sequences as well as the search stringency for poly(A/T), adapter, cellBC, and UMI can be configured accordingly.

### Definition of cDNA consensus sequences for each UMI

Potentially chimeric reads (terminal Soft/Hard-clipping of >150 nt; 1.93% and 3.95% for the 190 and 951 cell dataset respectively) and reads with low-quality genome alignments (minimap2 mapping quality values = 0) were filtered out. SAM records for each cell and gene were grouped by UMI. The cDNA sequence, between TSO end (TE SAM tag) and poly(A) start (PE SAM tag), was extracted for consensus sequence computation using the Sicelore *ComputeConsensus* method. Depending on the number of available reads for the UMI the following sequence was assigned as the consensus sequence for the UMI: (i) just one read, the cDNA sequence of the read was assigned to the UMI; (ii) two reads, the cDNA sequence of the best mapping read (lowest “de” minimap2 SAM record tag value) was defined as the consensus sequence; (iii) More than 2 reads, a consensus sequence of all cDNA sequences for the UMI was generated after poa^13^ multiple alignment and polished with racon^14^ using all cDNA sequences for the UMI.

### Assignment of Gencode transcript isoforms

Consensus cDNA sequences for all UMIs were aligned to the *Mus musculus* Genome (mm10) with minimap2 v2.17 in spliced alignment mode. SAM records matching known genes were analyzed for matching Gencode vM18 transcript isoforms (same exon makeup). To assign a UMI to a Gencode transcript we required a full match between the UMI and the Gencode transcript exonic structures. We authorized a two-base margin of added or lacking sequences at exon boundaries, to allow for indels at exon junctions and imprecise mapping by minimap2. Following this strategy (Sicelore *IsoformMatrix* method), we assigned 63.6% of the UMIs to a known Gencode transcript isoform and generated gene-level (median UMIs/cell = 6047) and isoform-level (median UMIs/cell = 3795) count matrices used for the Nanopore/Illumina gene count and UMI count per cell correlations (Fig. 2a, b) and for the transcripts isoforms t-SNE (Fig. 2e).

### Single-cell gene expression quantification and determination of major cell types

Raw gene expression matrices generated by Cell Ranger were processed using R/Bioconductor (version 3.5.2) and the Seurat R package (version 3.1.4). A total of 190 cells and 951 cells were detected with default Cell Ranger cutoffs for the two replicates. Cells with over 95% dropouts were removed. From the 186 and 935 remaining cells (hereafter called 1121 cells dataset), gene expression matrices were cell level scaled to 10.000 and log-normalized. The top 2000 highly variable genes were selected based on the variance-stabilizing transformation method and used for Principal Component Analysis. Due to differences in sequencing depth of both replicates, data were integrated using the Seurat CCA method. The first 11 aligned canonical correlations were used to define the integrated sub space for clustering and t-SNE visualization of the 1121 remaining cells. Clusters in the t-SNE plot were assigned to known cell types using canonical marker genes (Supplementary Fig. 8a, Supplementary Data 1). Using Seurat multi-modal capabilities, we integrated Illumina and Nanopore gene-level and isoform-level datasets allowing direct comparison of gene and isoform expression in individual cells.

### Identification of novel transcript isoforms

UMIs of the 1121 cells dataset were used for the identification of novel transcripts isoforms using the Sicelore *CollapseModel* method. cDNA consensus sequences for UMIs with an exon structure not supported by Gencode (at least one splice junction different when compared with annotated Gencode transcripts, see Supplementary Fig. 6, Supplementary Note) were first grouped by gene and sequences with identical exon structure were used to define potential novel transcript isoforms. Novel isoforms supported by less than five UMIs were discarded. Isoforms with identical exon layout that differ in SNVs or 5′ or 3′ ends were considered as identical isoforms. Novel isoforms were classified as suggested by Tardaguila et al.^15^: (i) combination of known splice junctions, only composed of exon-exon junctions found in Gencode transcripts; (ii) combination of known splice sites, individual donor and acceptor sites are known, but the resulting splice junction is novel; (iii) at least one donor or acceptor site is not found in Gencode transcripts.

We next filtered novel transcripts isoforms requiring: (i) all exon-exon junctions either described in Gencode or confirmed in an E18 cortex/ midhindbrain Illumina short-read dataset (GEO accession GSE69711); (ii) a 5′ end located within 50 nucleotides of a known transcription start site identified by CAGE (FANTOM5 mm9 reference UCSC liftover to mm10, https://fantom.gsc.riken.jp/5/datafiles/latest/extra/CAGE_peaks/); (iii) a 3′ end within 50 nucleotides of a polyadenylation site (GENCODE vM24 PolyA feature annotation, https://www.gencodegenes.org/mouse/).

### Correlation of gene or isoform expression between replicates

To analyze expression correlations between clusters, Illumina gene-level and Nanopore gene- and isoform-level data were downsampled (R package DropletUtils^16^*downsampleMatrix* method) to the median UMIs/cell of the 1121 cell Nanopore transcript isoform-level dataset (3795 UMIs/cell). We then grouped for each replicate cells for each cluster (see Fig. 2d, e), and used the mean expression of each gene or isoform in the clusters to produce a Pearson correlation matrix (R *cor* function). Heatmaps in Supplementary Fig. 7 were generated after cluster agglomeration with the Ward method (pheatmap package).

### Gria2 data analysis

9593 reads (2105 UMIs) corresponding to Gria2 (mm10:chr3:80,682,936-80,804,791) were extracted from the 951 and the 190 cell dataset. 

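In the isoform-assigned Nanopore counts of the 1121 cells, Gria2 (chromosome 3, 80681450 to 80802835, minus strand, GRCm38) had 396 UMIs, against 3669 Illumina UMIs of the gene. The most abundant isoforms were ENSMUST00000107745.7 with 113 UMIs, ENSMUST00000192463.1 with 102 UMIs and ENSMUST00000075316.9 with 64 UMIs. These counts hold only UMIs assigned to 1 annotated isoform, and the Gria2 UMIs that were not assigned to an isoform were not analysed here. The isoform usage of Gria2 did not pass the threshold in any of the 5 class comparisons (adjusted p between 0.74 and 0.95, edgeR's gene-level isoform usage test), at a depth that leaves few UMIs per class.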

A consensus sequence for each molecule was computed and re-mapped to the mm10 genome for SNP calling using the Sicelore *SNPMatrix* method. Gria2 mRNAs are huge (> 6 kB) and inefficiently converted into full-length cDNA in the 10x Genomics workflow. This is likely due to: (i) some RNA degradation within the droplet between cell lysis and reverse transcription. (ii) internal reverse transcription priming at A-rich sites within the cDNA leading to cDNAs that cover only part of the transcripts. In consequence, we noticed 3′ bias and fragmented coverage for certain long transcripts such as Gria2 where a total of 456 cDNA molecules (UMIs) had the R/G-editing-and 233 had both the R/G and the Q/R-editing-site. Further optimization of the 10x Genomics workflow should allow more efficient full-length capture of long mRNAs.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

Description of Additional Supplementary Files

Peer Review File

## Data Availability

All relevant data have been deposited in Gene Expression Omnibus under accession number GSE130708.

# Supplementary material for: High throughput error corrected Nanopore single cell transcriptome sequencing
**Source:** Nat Commun. 2020 Aug 12;11:4025. doi: 10.1038/s41467-020-17800-6
**Supplement:** Supplementary file 1 — Supplementary Information

## SUPPLEMENTARY INFORMATION

### SUPPLEMENTARY FIGURES

Supplementary Figure 1

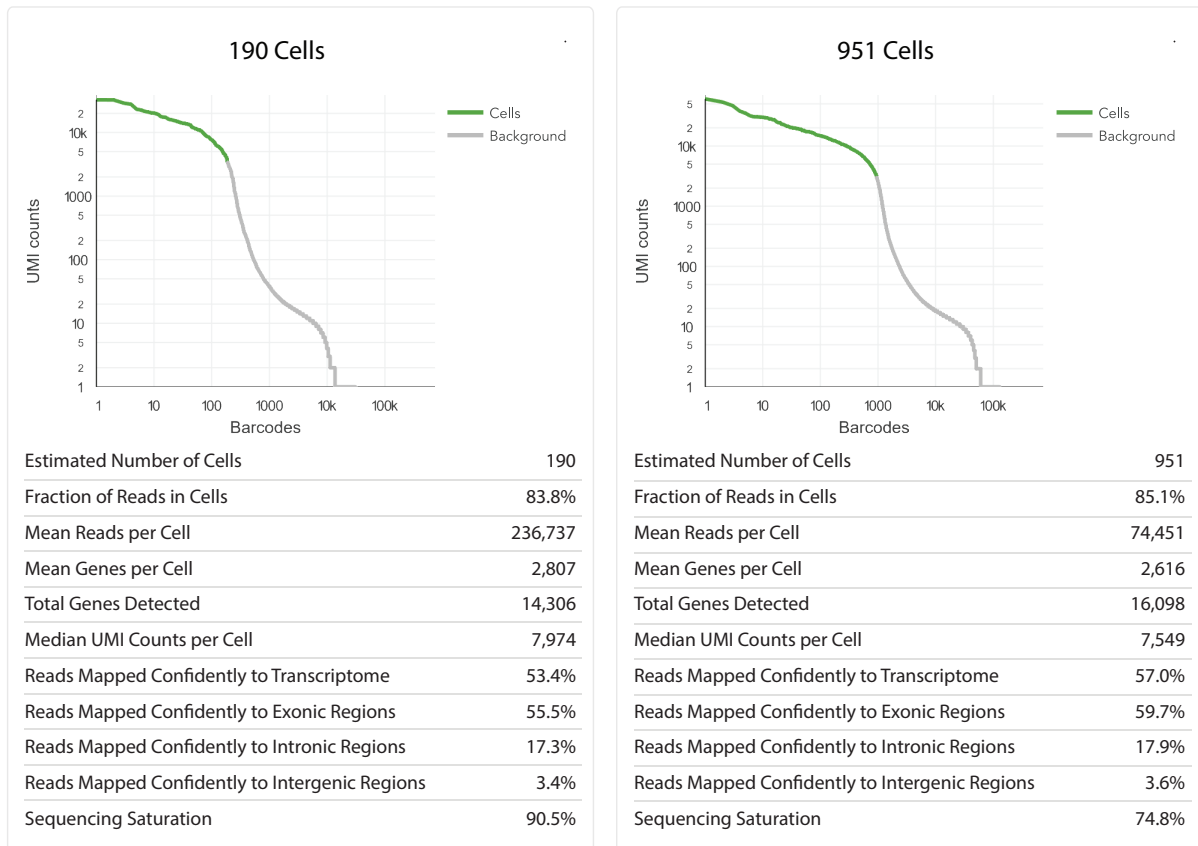

**Supplementary Figure 1. Illumina short-read sequencing statistics.**

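Over all deposited cell barcodes, the median cell had 7974.5 UMIs and 2807.5 genes in the 190 cell replicate and 7549 UMIs and 2616 genes in the 951 cell replicate. The mean number of genes per cell was 2922.8 and 2707.8. In total, 1837100 and 8463416 UMIs were counted, and 14302 and 16089 genes had at least 1 UMI.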

Statistics for the Illumina short read data generated by the 10x Genomics Cell Ranger software are shown for the 190 and the 951 cell replicates.

Supplementary Figure 2

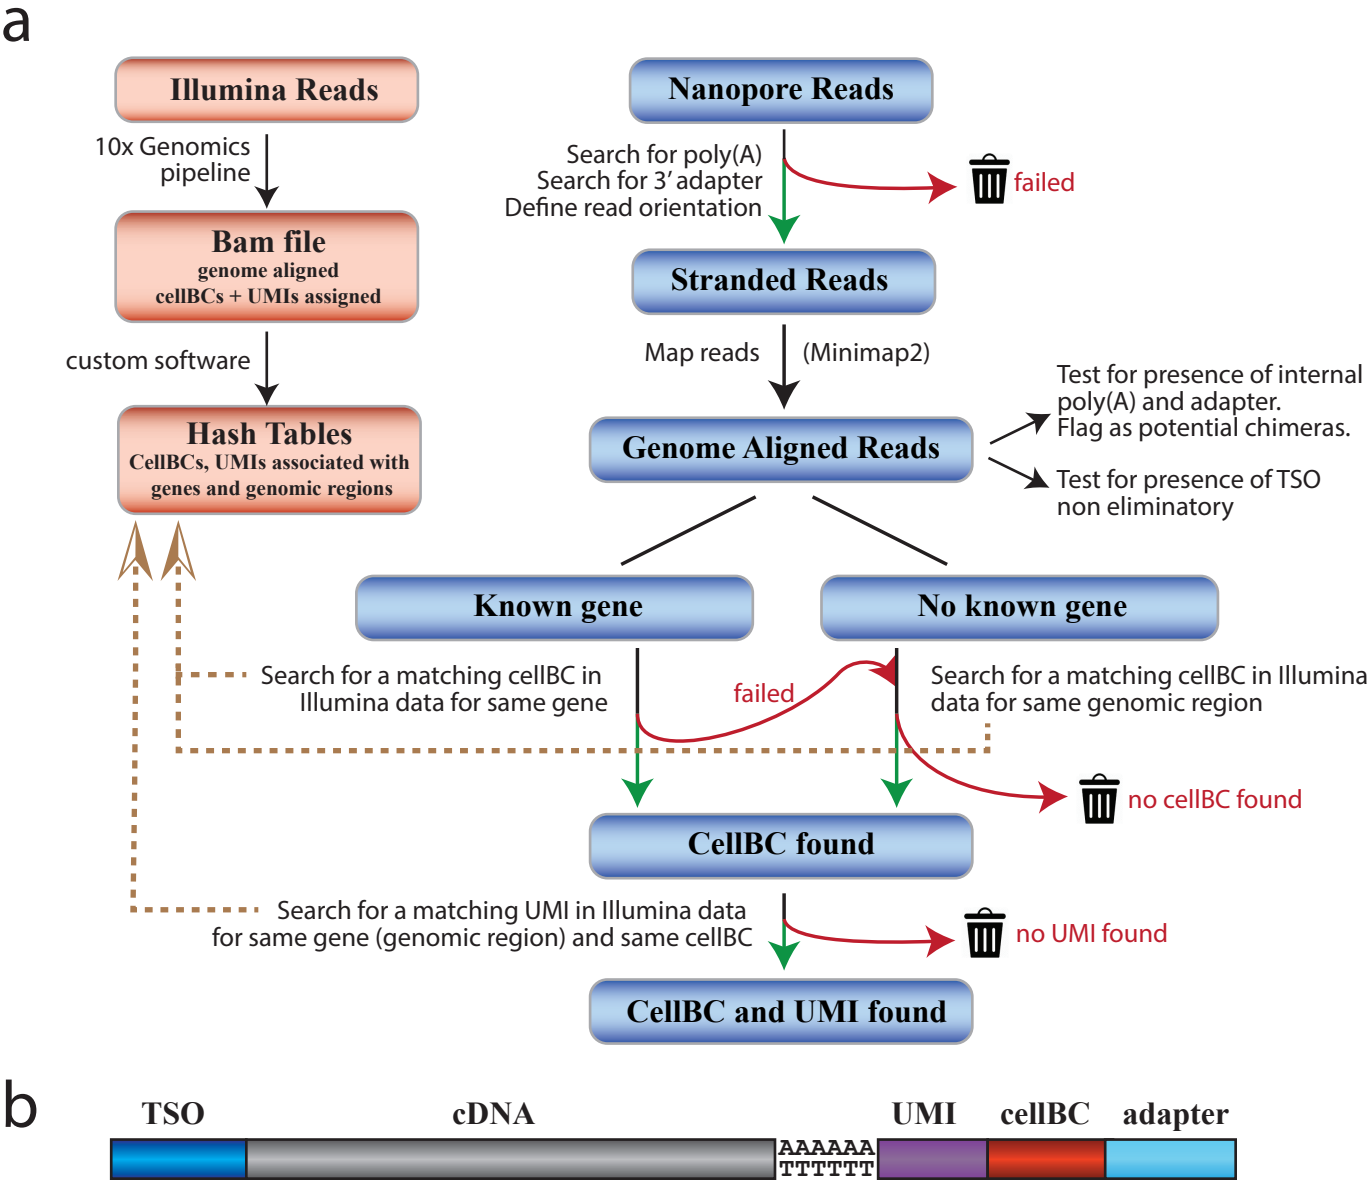

Supplementary Figure 2. CellBC and UMI assignment strategy.

(a) CellBC and UMI assignment strategy. See methods section for description of the individual steps. (b)

Organization of single cell full-length cDNA generated by the 10x Genomics workflow.

## Supplementary Figure 3

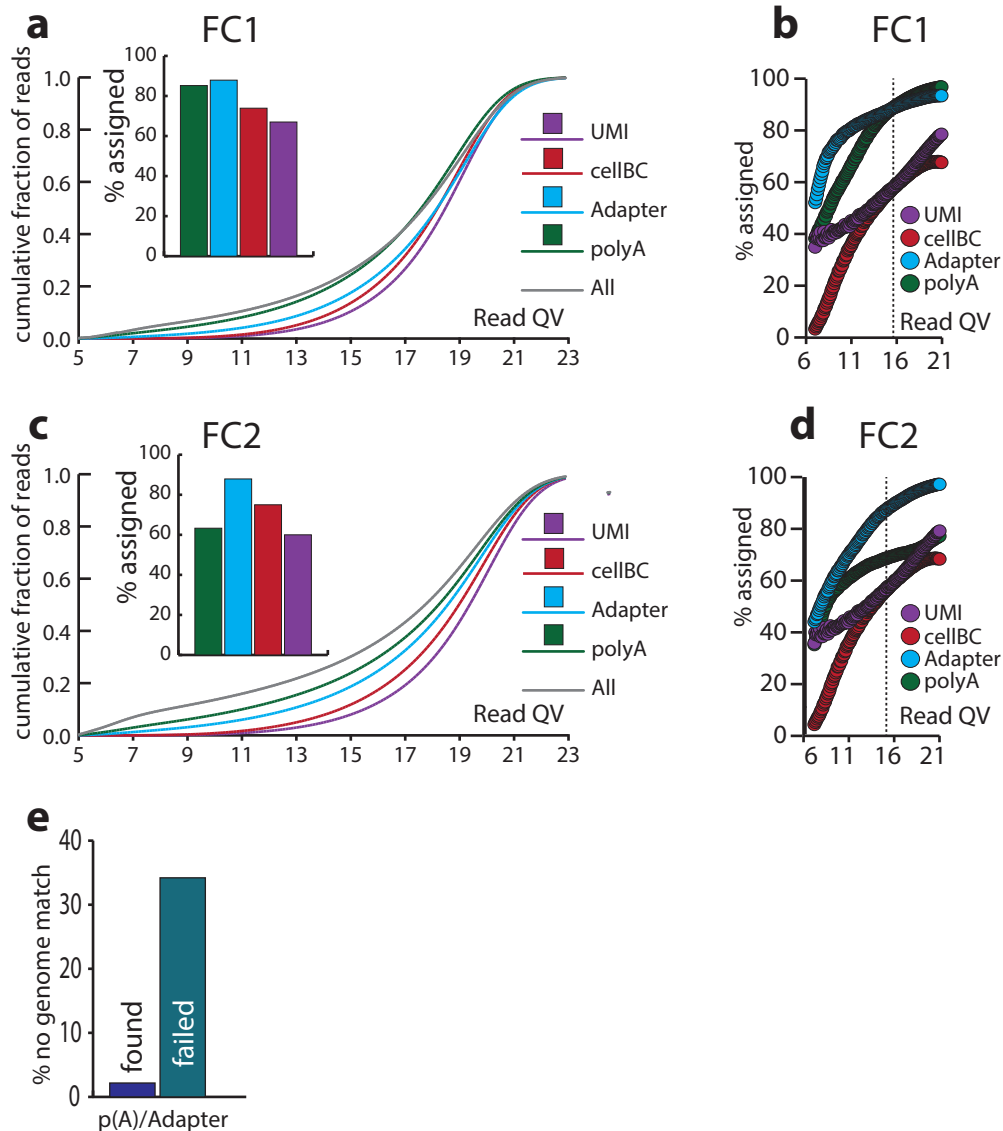

**Supplementary Figure 3. Efficiency of cellBC and UMI assignment.**

**(a,c)** Cumulative read quality distributions for two representative Promethion sequencing runs (a: FC1, 32 \*10<sup>6</sup> reads, 190 cells; c: FC2 70 \*10<sup>6</sup> reads, 951 cells) are shown for all reads (grey), polyA- (green), adapter- (light blue), cellBC- (red) and UMI- (purple) assigned reads. Fractions of reads (%) in windows of 0.1 (PHRED score) are shown. Histograms show fractions of reads that passed the poly(A) scan, adapter scan, cellBC assignment, UMI assignment. **(b,d)** Relation between read quality and poly(A), adapter, cellBC and UMI assignment efficiency. Dashed vertical lines indicate mean QV of all reads. Poly(A), adapter, cellBC and UMI assignment efficiencies in (a-d) are relative to total reads, adapter assigned reads and cellBC assigned reads respectively. **(e)** The poly(A) scan eliminates the majority of reads that don't match the genome. Fraction of unmapped reads with found poly(A) and adapter (2.2% of 24,008,457) and for reads without identified poly(A) and adapter (35.1% of 8,062,431) for FC1.

## Supplementary Figure 4

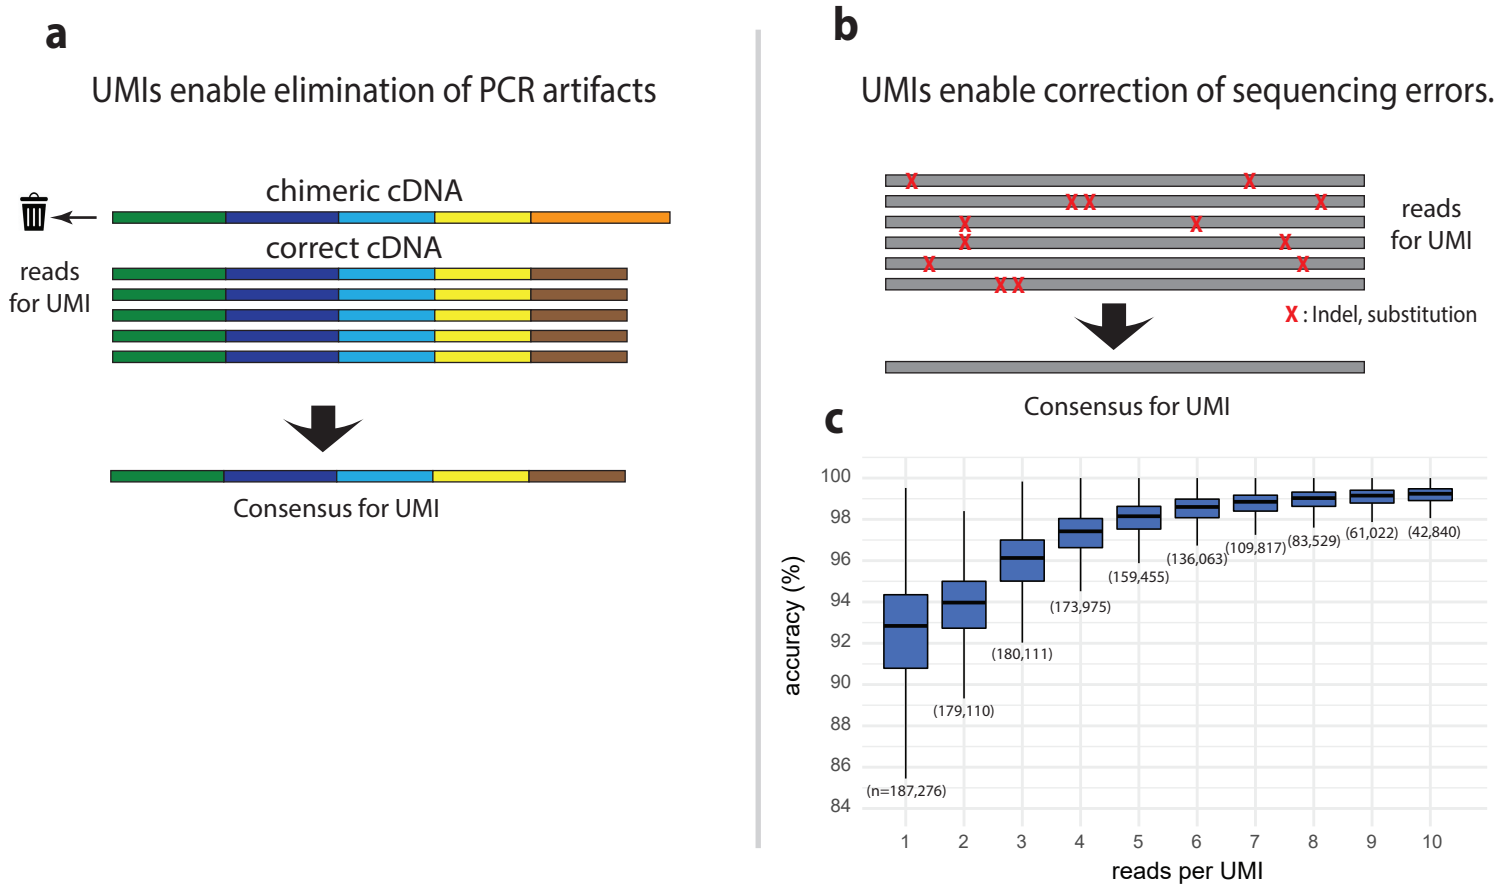

**Supplementary Figure 4. UMIs enable identification of PCR artefacts and sequencing error correction.**

**(a)** UMIs allow identification and elimination of reads originating from chimeric cDNA generated during PCR amplification. Chimeric cDNAs are mainly generated in later PCR cycles when cDNA concentration becomes higher. This results in a small fraction of reads ( $fraction = \frac{1}{2^n}$ ,  $n$  : PCR cycle where chimera is generated) with aberrant exon layout. Those inconsistent reads are discarded during consensus cDNA sequence definition for the UMI. **(b, c)** UMIs enable sequencing error correction. Generation of consensus sequences for all reads associated with each UMI allows to obtain high accuracy sequences for each UMI (RNA molecule) despite the lower accuracy of individual Nanopore reads. **(c)** the box plots indicate the accuracy of the cDNA consensus sequences (% identity to the reference genome) for different UMI sequencing depths. Boxes represent the 25% quantile to 75% quantile range, upper and lower edges of notches are median  $\pm 1.58 \cdot IQR / \sqrt{n}$  (IQR: inter quantile range,  $n$ : number of UMIs is indicated for each sequencing depth).

## Supplementary Figure 5

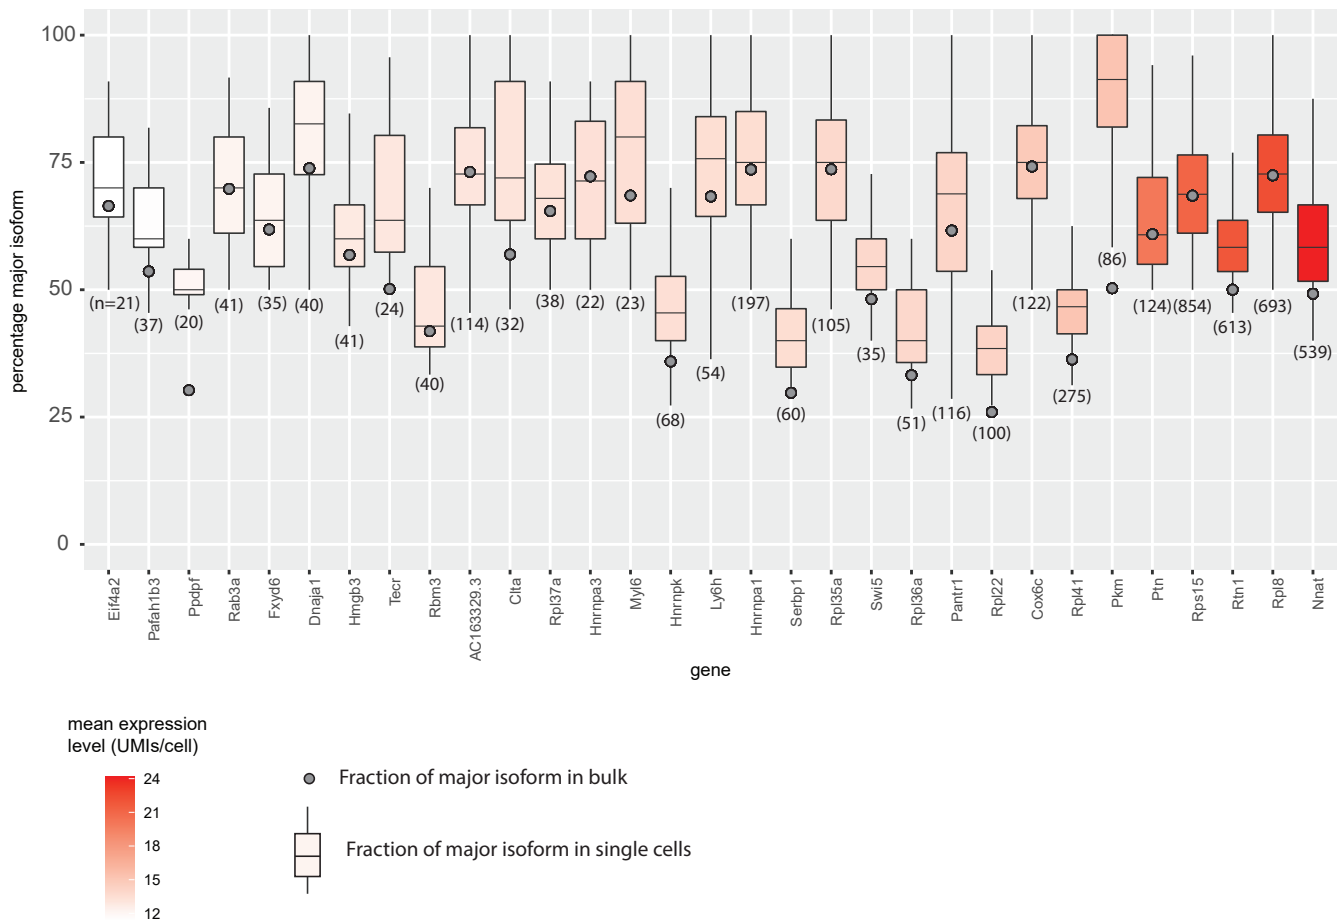

**Supplementary Figure 5. Fraction of the most expressed isoforms in single cells.**

Boxplots show the fraction of the major isoform in single cells for a selection of genes that fulfill the following criteria: (i) at least 1,000 UMIs for the gene are found in the 1,121 cell dataset. (ii) the major isoform accounted for no more than 75% of the UMIs, to favor genes with high isoform diversity; (iii) genes with a minimum of 10 UMIs present in at least 20 single cells, in order to focus on genes with a sufficiently high expression and low drop-out rates. This signal was compared to the bulk signal (grey dots), which was assessed in the entire dataset. 

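Over the 34 genes that passed the criteria here, the median of the mean major share in single cells was 67.2%, against 60.2% in the pooled cells and 63.0% in the simulation of random sampling. When the isoform counted in each cell was the major isoform of the pooled cells, the median over genes was 60.0% and only 3 genes exceeded random sampling. With at least 5 UMIs per cell, 28 of 95 genes exceeded it, and with at least 20 UMIs 3 of 16 did. The simulation found 0 of 34 genes when cells were drawn from the pooled shares, and 27 of 34 when 30% of the UMIs of each simulated cell were taken from 1 isoform.

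**Figure D3:**
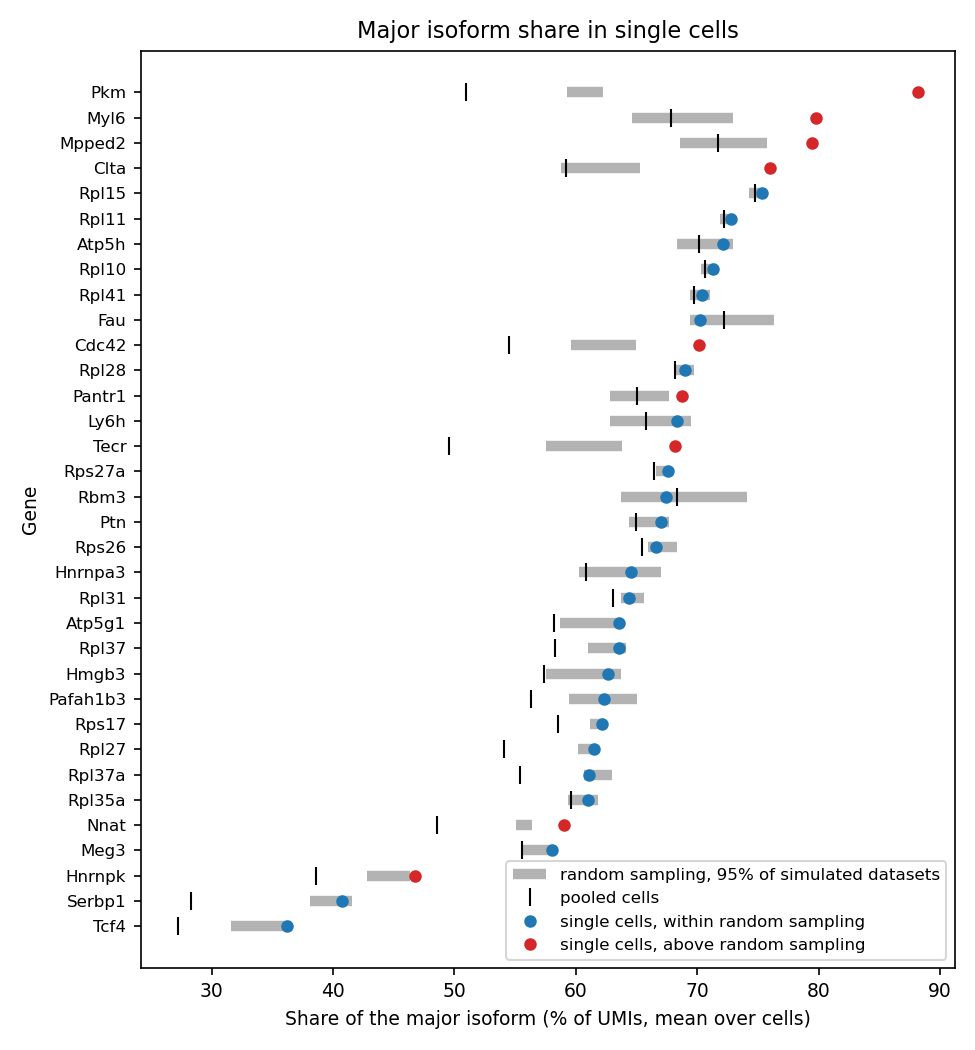
Share of the major isoform in single cells (x axis, percent of UMIs, mean over cells with at least 10 UMIs of the gene) for the 34 genes (y axis). Black ticks are the share in the pooled cells, grey bars span 95% of 1000 simulated datasets of random sampling, and red points are the 9 genes above it, of which Pkm (88.2%) lies farthest from its bar.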

Boxes represent the 25% quantile to 75% quantile range, upper and lower edges of notches are median  $\pm 1.58 \cdot \text{IQR} / \sqrt{n}$  (IQR: inter quantile range, n: sample size).

Supplementary Figure 6

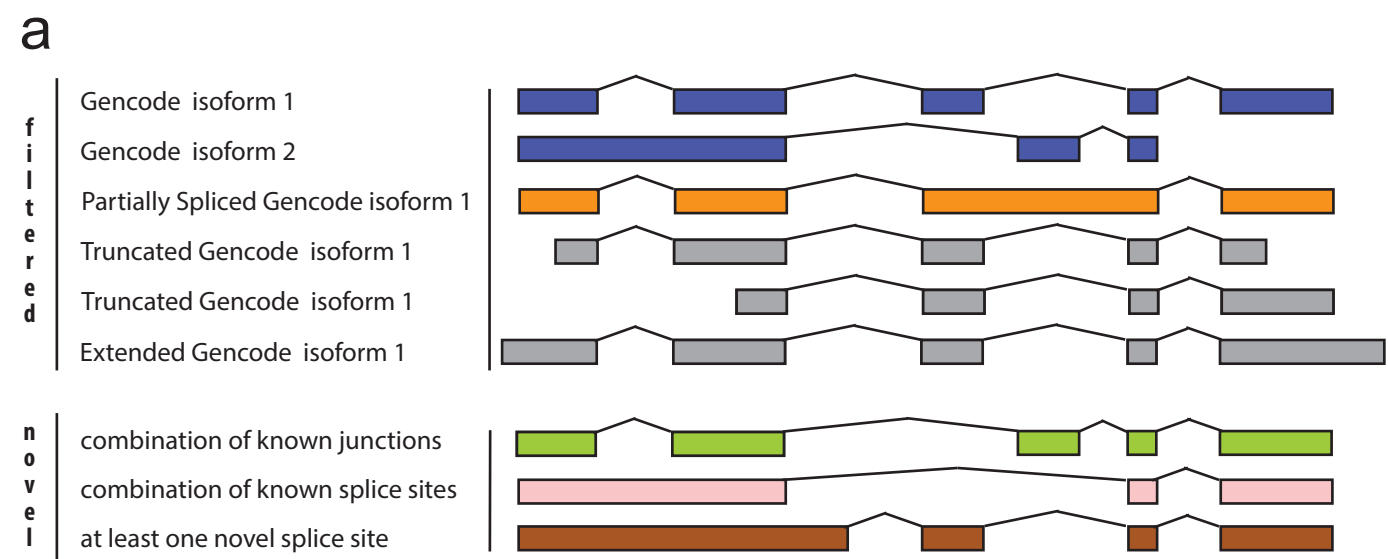

**b**

|                                           | Total  | Splice junctions in Illumina data | CAGE peak | Polyadenylation site | Final  | Final % of total |
|-------------------------------------------|--------|-----------------------------------|-----------|----------------------|--------|------------------|
| known gencode                             | 33,002 | 33,002                            | 20,533    | 14,908               | 11,186 | 34%              |
| novel - combination of known junctions    | 3,063  | 3,068                             | 2,644     | 1,939                | 1,696  | 55%              |
| novel - combination of known splice sites | 2,111  | 1,905                             | 1,906     | 1,366                | 1,115  | 53%              |
| novel - at least one novel splice site    | 5,507  | 3,166                             | 4,614     | 3,553                | 1,577  | 29%              |
| novel - total                             | 10,681 | 8,134                             | 9,164     | 6,858                | 4,388  | 41%              |

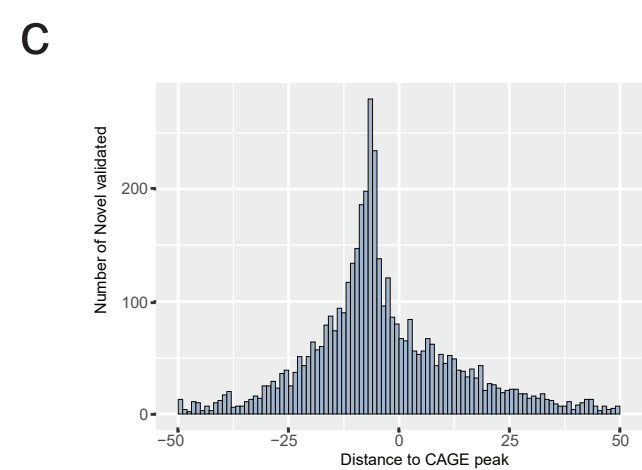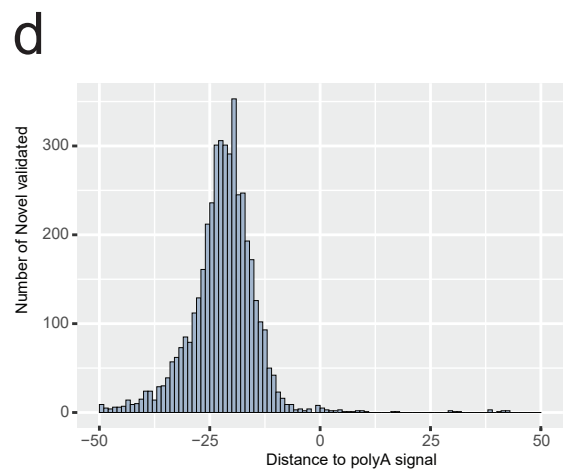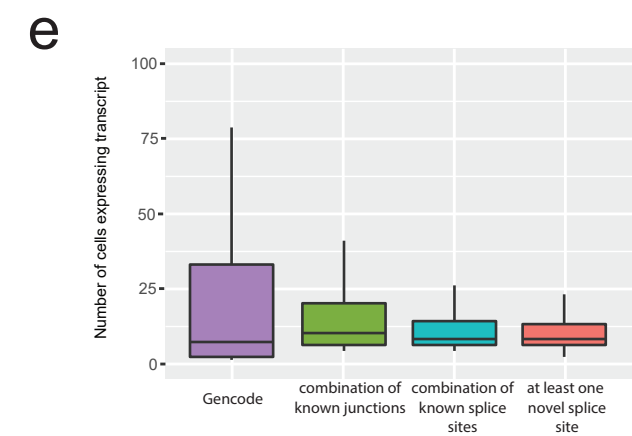

## Supplementary Figure 6. Identification of potential novel transcript isoforms.

**(a)** Definition of novel transcript isoforms. Before we analyzed our dataset for potentially novel transcript isoforms, we removed transcripts that contain only splice junctions that are found in an annotated Gencode isoform. This filter removes full-length, truncated, extended and partially spliced Gencode transcripts. Three different categories of novel transcript isoforms were considered: **“Combination of known junctions”** refers to transcripts in which all splice junctions are annotated in at least one of the Gencode isoforms, but all junctions are not found in a single gencode transcript; **“Combination of known splice sites”** refers to transcripts in which at least one non-Gencode splice junction is found. The novel splice junctions must involve splice sites that are found in the annotated Gencode isoforms. **“At least one novel splice site”** refers to transcripts with at least one splice site that is not found in Gencode. **(b)** Table shows the number of isoforms that pass the following filters: (i) identification of all splice junctions either in gencode transcripts or in a mouse E18 mouse brain short read Illumina dataset; (ii) presence of a CAGE peak within 50 nt. of the 5' of the cDNA (iii) presence of a polyadenylation site within 50 nt. of the 3' end of the cDNA (see methods section for details). **(c,d)** Distance of 5' and 3' ends of 4,388 novel transcript isoforms from known CAGE peaks (c) or polyadenylation sites (d). **(e)** Boxplot showing the distribution of the number of cells that express identified Gencodes transcripts (33,002) and transcripts from the different categories of filtered novel isoforms (only known exons-exon junctions, n=1,696; only known splice sites, n=1,115; at least one novel splice site, n=1,577). All novel isoforms are expressed in at least two cells. Boxes represent the 25% quantile to 75% quantile range, upper and lower edges of notches are median  $\pm 1.58 * \text{IQR} / \sqrt{n}$  (IQR: inter quantile range, n: sample size).

Supplementary Figure 7

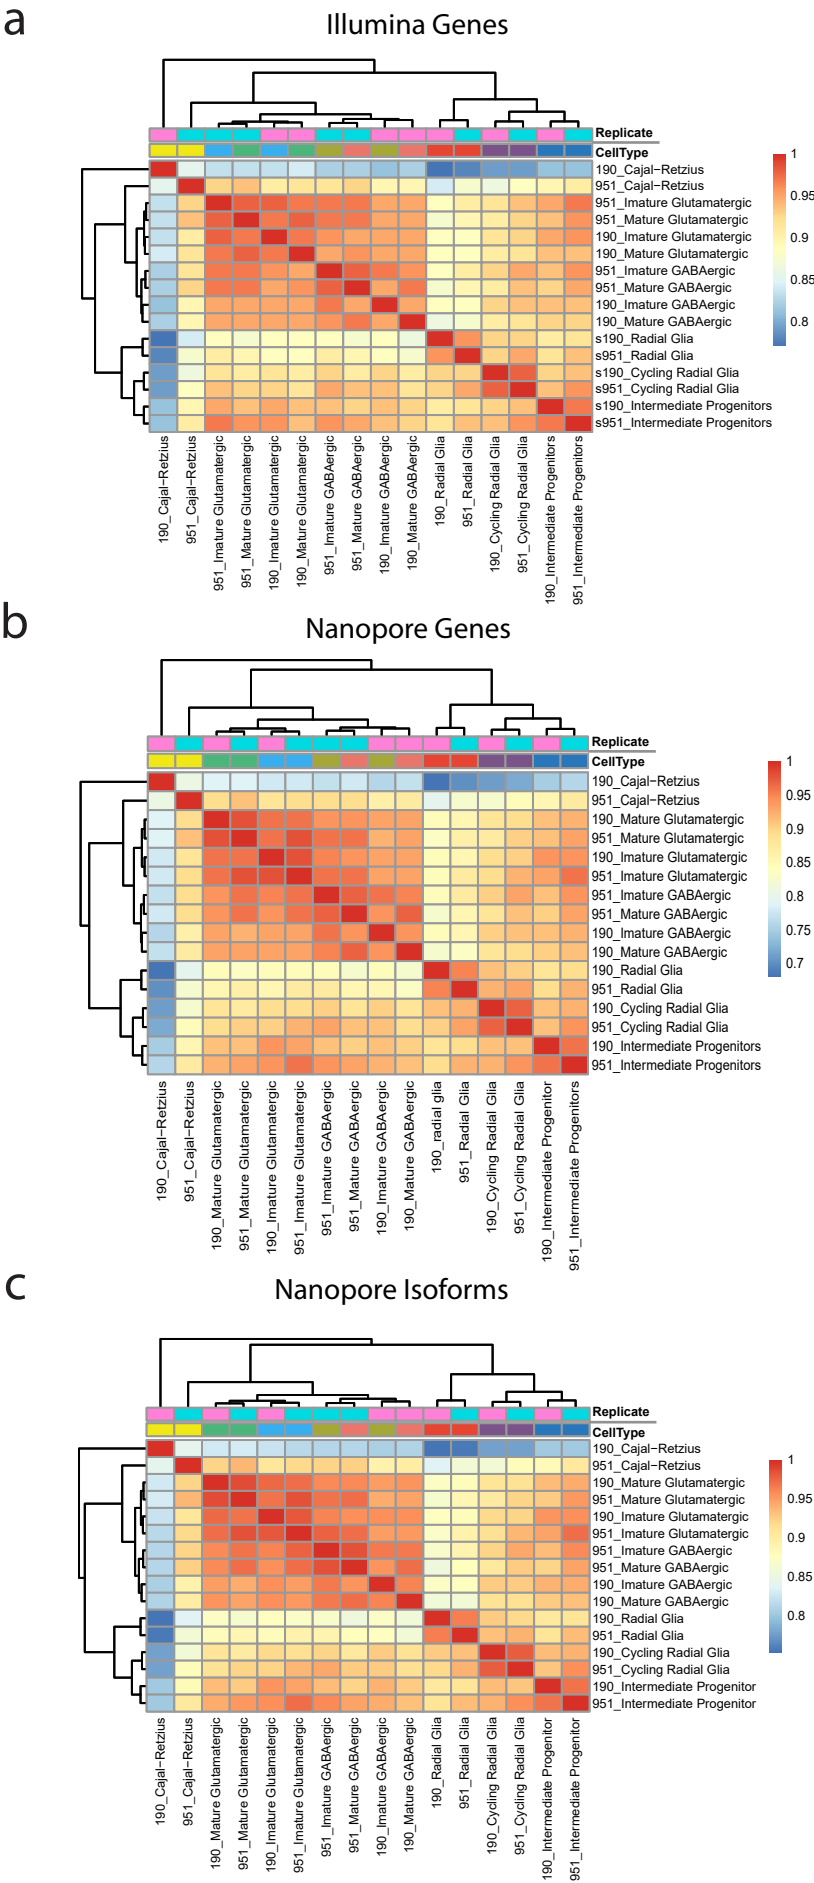

**Supplementary Figure 7. Correlation between 190 cell and 951 cell replicates.**

Correlations of gene expression based on Illumina short read (**a**), Nanopore long read (**b**) or Nanopore long read transcript isoform (**c**) for the expression measured between the 190 cell and the 951 cell datasets are shown for the different cell types (Fig. 2d). 

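On the natural log scale, which weights abundant genes less, the mean correlation of the same class between the aliquots was 0.958 for Illumina genes, 0.965 for Nanopore genes and 0.964 for Nanopore isoforms. On this scale every class of the 190 cell aliquot was still closest to the same class of the 951 cell aliquot, while in the other direction 7, 7 and 6 of the 8 classes were. Both aliquots were clustered jointly, which gives part of this match. At each of the 3 levels, the lowest correlation of the same class on the linear scale was that of the Cajal-Retzius-like class, with 4 cells in the 190 cell aliquot. Over the 7 classes with at least 10 cells in each aliquot, the lowest same-class correlation was 0.974 for Illumina genes and 0.983 for both Nanopore levels.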

Correlations shown in the heatmaps are Pearson correlation coefficients.

Supplementary Figure 8

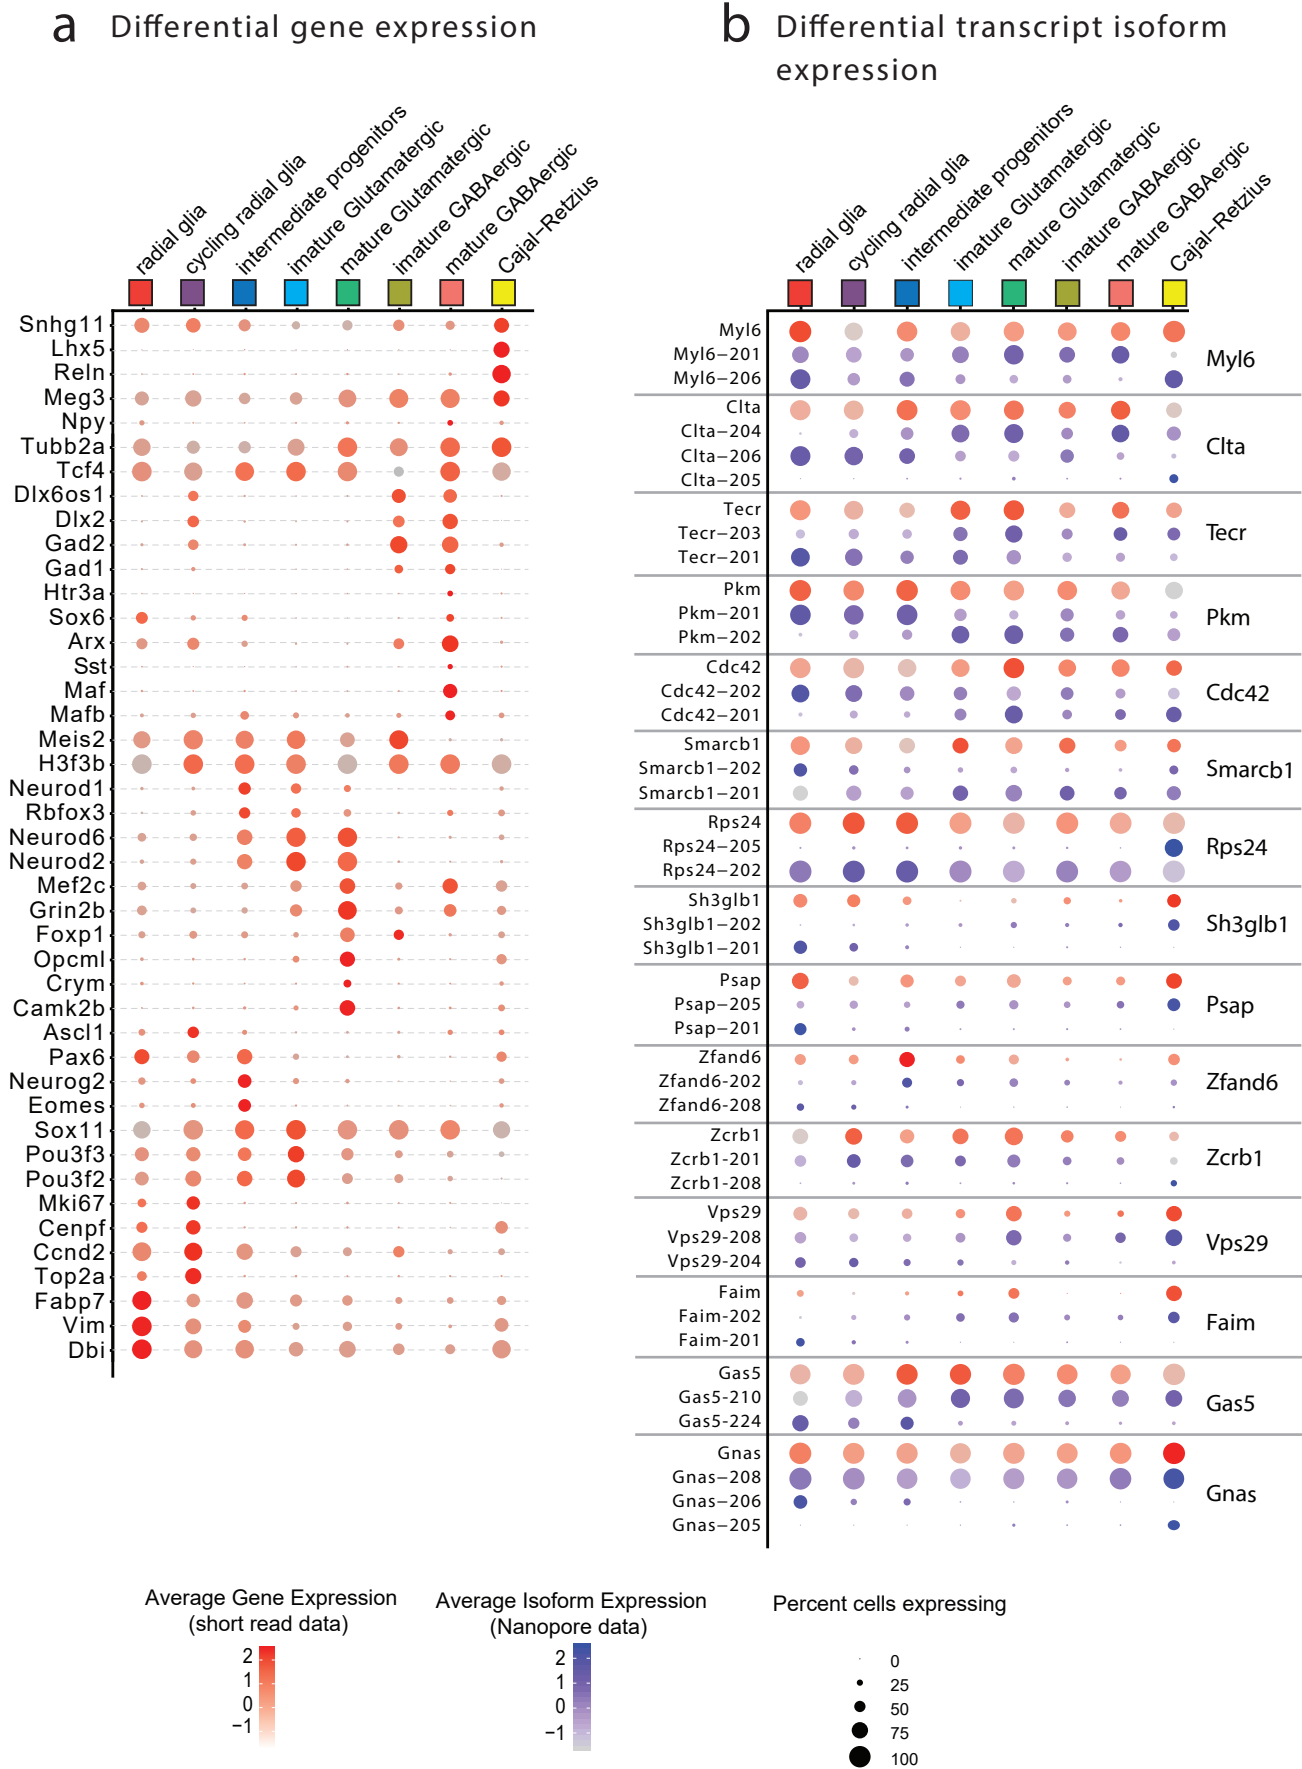

**Supplementary Figure 8. Differential gene and transcript isoform expression in subtypes of neurons.**

**(a, b)** Expression of selected genes (a) and isoforms (b) in 8 different cell types (Fig. 2d). **(a)** Illumina short read sequencing gene expression for a subset of the genes markers differentially expressed between clusters. **(b)** Gene (red dots) and isoform (blue dots) expression for selected genes that show differential expression of isoforms between neuronal subtypes (clusters). Dot size relates to the percentage of expressing cells in each cluster while color intensity relates to the expression level. Transcript names are from Ensembl. The full list of differentially expressed genes and isoforms is in Supplementary Table 1.

Supplementary Figure 9

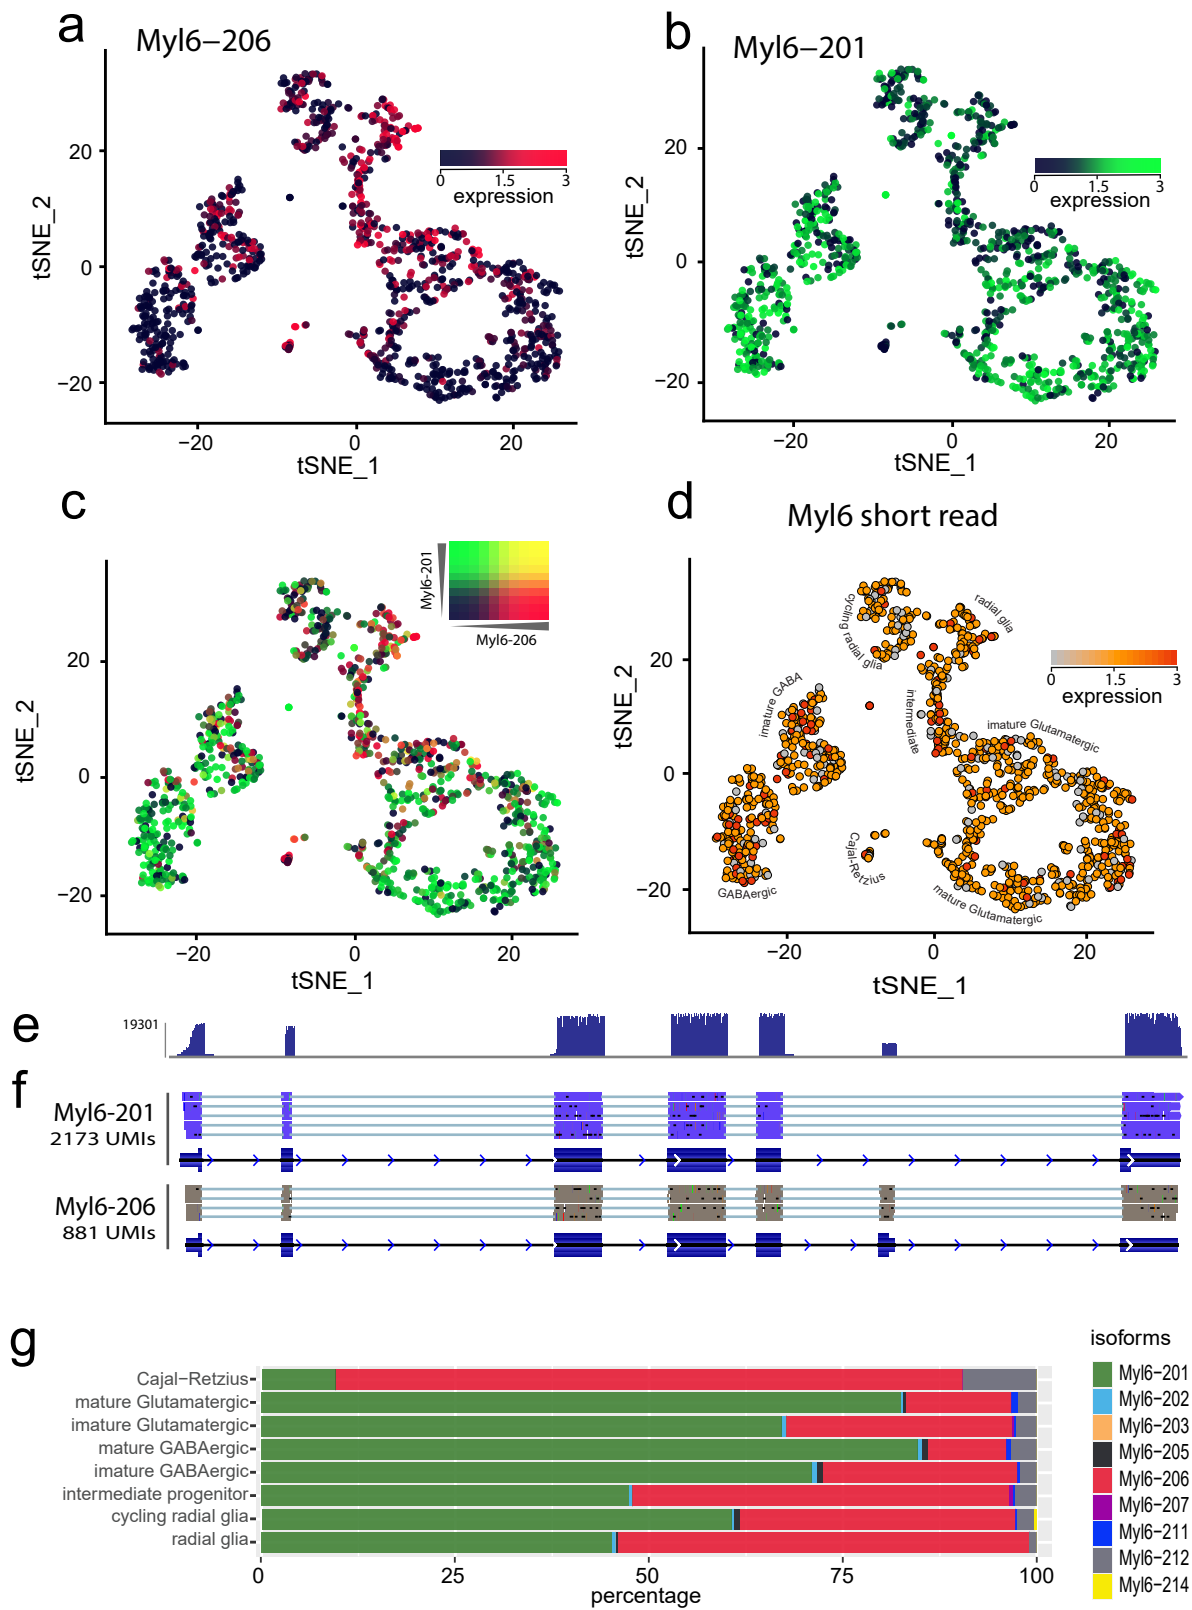

**Supplementary Figure 9. Myl6 alternate splice variants are differentially expressed during neuronal maturation.**

**(a-c)** Isoform switch of the essential (alkaline) Myosin light chain 6 during neuronal maturation visualized on the t-SNE plot of Fig. 1e (1,121 cells). **(a)** Myl6-206 (ENSMUST00000218127.1), **(b)** Myl6-201 (ENSMUST00000164181.1), **(c)** Overlay Myl6-201/Myl6-206. **(d)** Myl6 gene expression from Illumina short read data. **(e)** Nanopore read density distribution over the Myl6 gene. **(f)** Genome aligned Myl6 reads for two UMIs. The number of UMIs for the integrated 1,121 cell dataset is indicated for each isoform. (e) and (f) are screenshots of the aligned Nanopore Bam files visualized with IGV (Integrated Genome Viewer, UCSC Santa Cruz). **(g)** Relative expression of known Ensembl Myl6 transcript isoforms in different cell types of the brain (clusters of Fig. 2d).

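Myl6 lies on the minus strand of chromosome 10 of GRCm38 (128490860 to 128494145). The Myl6 isoform ENSMUST00000218127.1 has 7 exons, and Myl6-201 (ENSMUST00000164181.1) lacks its exon 6, which is partly coding, has 45 nucleotides, lies at 128491720 to 128491764 and has the transcript-strand sequence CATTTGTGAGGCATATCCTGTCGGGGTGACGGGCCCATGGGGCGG. In the 1121 cells, 2313 UMIs were assigned to Myl6-201 and 994 to ENSMUST00000218127.1, of 3410 Myl6 UMIs in all, against 4268 Illumina UMIs. The Myl6-201 share in radial glia-like cells was 33.7% (95% interval 24.2% to 44.3%, 31 of 92 UMIs) in the 190 and 47.9% (42.7% to 53.1%, 181 of 378 UMIs) in the 951 cell aliquot, and in mature glutamatergic-like cells 81.5% (75.4% to 86.7%) and 83.5% (81.0% to 85.9%). The difference between these classes, 38.1 percentage points with both aliquots pooled, was 47.8 and 35.6 in the single aliquots. The share was 59.6% (53.9% to 65.1%) in cycling radial glia-like and 41.0% (35.1% to 47.2%) in intermediate progenitor-like cells, so it did not rise steadily across the classes. Since the cycling class may mix cells of several lines, its place in the order of maturation is uncertain. The Myl6-201 share was 66.7% in immature glutamatergic-like and 68.1% in immature GABAergic-like cells. The Myl6-201 share was lower in the 190 than in the 951 cell aliquot in each of the 7 classes. In immature glutamatergic-like cells it was 53.5% (43.2% to 63.6%) and 69.4% (65.1% to 73.6%).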

## ***SUPPLEMENTARY NOTES***

### **Supplementary Note: Identification of novel transcript isoforms.**

Single cell long read sequencing is a powerful approach to detect cell type selective expression of transcript isoforms. However, the definition of any novel transcript isoform requires a careful consideration of potential artifacts that are inherent to all RNA-seq library preparations that involve RT and PCR amplification steps. While most PCR artifacts can be eliminated when UMIs are used, identification of RT artifacts is, in general, more difficult. Reverse transcriptases tend to switch templates between homologous sequences<sup>1</sup> resulting in deletions (intramolecular) or chimeric cDNA (intermolecular).

When RNA-seq libraries are prepared from purified RNA, the sample is denatured to remove RNA secondary structure, snap cooled, and RT is carried out at  $\geq 37^{\circ}\text{C}$ . In scRNA-seq with the most widely used systems (e.g. 10x Genomics Chromium), cells are co-encapsulated with RT reagents and RT-primer beads into emulsion droplets where cells are lysed. Thus, reverse transcription is initiated at room temperature without disrupting the RNA secondary structure and proceeds at low stringency until the emulsion is recovered and heated to complete the RT. Inter and intramolecular secondary structure of RNA is known to favor RTase template switching<sup>1</sup>. The low stringency initiation of the RT within the droplets also leads to false priming of the oligo-dT primers on internal A-rich sequences. We indeed observed such RT priming on A-rich sequences mainly within 3' UTRs or intronic sequences of partially spliced mRNAs. Thus, single cell cDNA has typically a higher fraction of artifactual cDNA than cDNA prepared from purified mRNA under well controlled conditions.

To limit this issue, we required at least five UMIs per isoform and filtered our dataset of potential novel transcript isoforms extensively (Supplementary Fig. 6a): (i) We eliminated transcripts that contain only splice junctions that are found in an annotated Gencode transcript. This step eliminates Gencode

transcripts with lacking, truncated or extended terminal exons as well as partially spliced Gencode transcripts; (ii) When all splice junctions of a potentially novel transcript were included in another novel transcript that has more exons, the shorter form was discarded; (iii) We removed mono-exonic transcripts. Three steps of validation were then applied to the remaining 10,681 potential novel isoforms (Supplementary Fig. 6, Supplementary Table 2): novel splice junctions had to be found in a mouse brain short read dataset, 5' ends had to be close (+/- 50 nt.) to an existing CAGE tag and a 3' polyadenylation site had to be present (+/- 50 nt.) (Supplementary Fig. 6). 41% (4,388 out of 10,681) of the novel isoforms passed all those validation steps. The fact that only 34% (11,186 out of 33,002) of known Gencode transcripts pass, suggests that we likely also eliminated valid novel transcripts with those filters (Supplementary Fig. 6). The 4,388 novel isoforms that passed all our validation filters suggest that a huge diversity of transcripts isoforms remains to be discovered and that long read single cell sequencing will prove a valuable tool to define the diversity of known and novel transcript isoforms in single cells.

However, we cannot exclude that some artefactual sequences passed our filters (e.g. RT template switching also present in Illumina data), despite the use of UMIs to reduce PCR artefacts. At this point, it is wise to validate each novel transcript isoform discovered in a single-cell sequencing study extensively before a biological role of such a novel isoform is implied.

### ***SUPPLEMENTARY REFERENCES***

1. Cocquet, J., Chong, A., Zhang, G. & Veitia, R.A. *Genomics* **88**, 127-131 (2006).

# Supplementary material for: High throughput error corrected Nanopore single cell transcriptome sequencing
**Source:** Nat Commun. 2020 Aug 12;11:4025. doi: 10.1038/s41467-020-17800-6
**Supplement:** Supplementary file 5 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ A description of all covariates tested
- ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection Data were processed with R codes, largely based on published Bioconductor packages.

Data analysis Custom R and JAVA code that were used have been deposited on Github (<https://github.com/ucagenomix/sicelore>). The version of programs/packages were: minimap2 v2.17, Cell Ranger 2.0.0, R/Bioconductor (version 3.5.2), Seurat R package (version 3.1.4), sicelore 1.0.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Single-cell data that support the findings of this study have been deposited in GEO with the accession code GSE130708 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE130708>). The data are now public.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                      |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | The consistence of cell-type identification was compared with already published materials. We followed the rationale previously used by Gupta et al ( <a href="https://www.nature.com/articles/nbt.4259">https://www.nature.com/articles/nbt.4259</a> ) who also described their method from a unique biological sample. In our case, it provided two independent batches of cells that contained 190 and 951 cells. |
| Data exclusions | No data was excluded from the analysis                                                                                                                                                                                                                                                                                                                                                                               |
| Replication     | Distinct collections of cells from the same tissue were independently analyzed. All attempts at replication were successful.                                                                                                                                                                                                                                                                                         |
| Randomization   | Randomization was not relevant for this study, which describes the development of a new method. No treatment or drug was applied on our biological samples                                                                                                                                                                                                                                                           |
| Blinding        | Blinding was not possible because the wet lab experiments were done by one single person.                                                                                                                                                                                                                                                                                                                            |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                  |
|-------------------------------------|--------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern  |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

# Supplementary material for: High throughput error corrected Nanopore single cell transcriptome sequencing
**Source:** Nat Commun. 2020 Aug 12;11:4025. doi: 10.1038/s41467-020-17800-6
**Supplement:** Supplementary file 6 — Description of Additional Supplementary Files

**Title: Supplementary Data 1.**

**Description:** Table of differentially expressed features in the clusters shown in Fig. 2d; sheet 1: Illumina short read data; sheet 2: Nanopore long read data, each cluster was compared with rest of cells; sheet 3: Nanopore long read data, pairwise comparison of clusters. Analysis was performed using the default parameters from Seurat::FindMarkers, using a Wilcoxon Rank Sum test. p-value adjustment was performed using Bonferroni correction based on the total number of genes in the dataset.

**Title: Supplementary Data 2.**

**Description:** Table with identified Gencode vM18 annotated transcript isoforms and potential novel isoforms.

**Title: Supplementary Data 3.**

**Description:** E18.mouse.brain.isoforms.gff.zip, GFF file of identified Gencode vM18 annotated transcripts isoforms and the 4,388 filtered potential novel transcript isoforms.

How the deposited data were processed for this re-analysis (not part of the article)

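The data are UMI counts from brain cells (hippocampus, cortex and ventricular zone) of a C57BL/6 mouse at E18, captured in 1 emulsion that was split into an aliquot of 190 and an aliquot of 951 cells. The cDNA of each aliquot was sequenced with Illumina short reads and with Nanopore long reads, which gives 2 libraries per platform. The labels and the paper name the aliquots by these cell numbers, while the methods of the paper give 200 and 1200 as the numbers of cells aimed at. By the paper, both libraries of the 951 cell aliquot have more reads in total than those of the 190 cell aliquot.

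For Illumina, the authors made raw UMI counts per gene and cell barcode with Cell Ranger v2.0.0 on mm10, each aliquot separately, and deposited them without normalization. For Nanopore, the authors mapped reads to mm10 with minimap2 v2.17, assigned cell barcodes and UMIs guided by the Illumina data, removed chimeric reads and reads of mapping quality 0, built 1 consensus sequence per UMI, and deposited raw UMI counts per Gencode vM18 isoform and cell barcode. A UMI entered these counts when its exon structure matched 1 annotated isoform. UMIs that were not assigned to an isoform were not analysed here. Results that need them, the share of UMIs assigned to an isoform among them, were therefore not computed, and Nanopore gene counts are sums over isoforms where all UMIs of a gene had been planned. The totals per isoform differ from those of Supplementary Data 2 of the paper, and which version of the counts the paper used was not settled.

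Cells with fewer than 5% of the 27998 genes of the Illumina matrix detected were left out, after the methods of the paper. Genes were joined between platforms by symbol, with 12561 symbols in both matrices. Cells were clustered on the Illumina counts with Seurat 5.3.0, scaled to 10000 UMIs, on 2000 variable genes, with the aliquots integrated by canonical correlation over 11 dimensions, at a resolution of 0.8. A cluster took the class whose markers had the highest mean log2 fold against the other cells, computed on CPM plus 10, when at least 3 of its markers were detected in 10% of its cells and lay 0.5 above the other cells, and when the class led the next by 0.2. Doublets were called with the Scrublet method in scanpy 1.11.5. Gene and isoform annotation, coordinates and exon sequences were taken from Gencode vM21 on GRCm38, the assembly that mm10 names, since the files hold no coordinates.

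Cells were not used as replicates. For the platform comparison, counts were summed per library and tested with edgeR 4.0.16 in R 4.3.3 (TMM normalization, filterByExpr, a robust quasi-likelihood fit and F test, Benjamini-Hochberg adjusted p under 0.05). The TMM factors were 1.08 and 1.06 for Illumina and 0.962 and 0.913 for Nanopore in the 190 and the 951 cell aliquot. For isoform usage, isoform counts were summed per aliquot and class, the 7 classes with at least 5 cells in each aliquot entered 1 fit, and diffSpliceDGE of edgeR gave a gene-level F test for each of the 5 comparisons. The study's own test for isoform usage was run over cells. Each of these tests rests on 2 aliquots of 1 cell suspension, so it covers technical spread and not the spread between animals. The aliquot number pairs the samples, since the 2 libraries with the same number come from the same droplets, while classes with the same number are different cells that share the emulsion aliquot and the library. The deviations of the platforms from their means correlated with 0.597 over genes. Those of classes of the same aliquot correlated with a median of 0.0796 over 21 pairs of classes (0.0278 to 0.156).

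Single-cell shares of the major isoform were set against 1000 simulated datasets in which each cell drew its UMIs from the shares of the pooled cells. For the comparison of aliquots, each cell was downsampled to 4472 UMIs where it had more, and expression was averaged per class. Correlations within cells were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Those between different cells were averaged over all pairs of cells of an aliquot. Over the genes detected in either library, 2000 random pairs per aliquot were used instead. Figures were drawn with matplotlib 3.10.9. The precision of a share is given by its exact binomial 95% interval. With medians of 7605 Illumina and 4472 Nanopore UMIs per cell, most genes have too few UMIs for shares in single cells, so isoform shares were read from summed counts.

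The tests, the alternatives, the rule for named genes and the marker lists were set before the data were examined, apart from those said to have been chosen later. The rule for genes to name took the genes that the paper names with their isoforms of at least 5% in any class, the genes that pass the criteria of Supplementary Fig. 5, the 5 largest rises and falls between platforms among called genes with a mean of at least 100 UMIs per library and the same direction in both aliquots, and in each isoform comparison the 5 largest changes in share among called genes with at least 50 UMIs in both classes and the same direction in both aliquots. Among those it took, 1 gene is not reported here. The alternatives were DESeq2's size factors in edgeR, DESeq2 1.42.0's Wald test, no filter on low counts, Simes' method over isoforms, the aliquot as a block, clustering at resolutions of 0.4 and 1.2, without integration, without the 76 genes of the study or without doublets, all deposited barcodes, other scales and gene sets for correlations, other UMI minimums, and each aliquot left out in turn. The thresholds for naming clusters were set after the clusters were seen. Another alternative, without 1 immature glutamatergic-like cluster, was added after the data were seen. The thinning of cells to 2000 UMIs and the count of empty entries were also added then.

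The tests were checked on simulated data. In counts drawn from the platform libraries with a 2-fold change in 200 genes, 9673 genes were tested, and 7 of the 9479 unchanged genes among them (0.0738%) were called. In isoform counts drawn from the classes with the shares of 2 isoforms swapped in 200 genes, 583 genes were tested for 1 comparison, and 2 of the 387 unchanged genes among them (0.517%) were called.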

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

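The test for isoforms that moved opposite ways in the 2 lines was chosen only after the result was seen.

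Of the 139 genes called with different isoform usage in at least 1 of the 5 class comparisons, 99 are outside the study's list of 76 genes, which is where the paper discusses cell-type selective isoform usage. Over the 10 alternatives, 49 to 178 genes outside the list were called. The genes were partly different ones. Of the 139 genes, 79 were also called with Simes' method, 76 without the filter on low counts, 79 without integration and all 139 with the aliquot as a block. If cDNA of 1 class were more often truncated, longer isoforms would be lost in that class in most genes. Between mature glutamatergic-like and radial glia-like cells, the isoform that gained most was the longer one in 49 of 107 called genes (45.8%), near the share with no preference, which argues against truncation as the whole cause. In counts simulated for the comparison of mature glutamatergic-like with radial glia-like cells, 0.517% of unchanged genes were called, and no error rate was simulated for the other 4. The assignment of UMIs to isoforms by the authors, the rebuilt cell classes and mixed clusters stay open as technical explanations and were not tested further. Different splicing in different cell types may explain part of these genes, as a hypothesis that needs other animals.

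For 4 isoforms the share moved 1 way with maturation in the GABAergic-like classes of both aliquots and the opposite way in the glutamatergic-like classes of both aliquots. The difference between the lines was not tested. The largest was that of the Ergic3 isoform ENSMUST00000006035.12, whose share changed by -19.2 percentage points between immature and mature GABAergic-like cells, with -19.0 and -19.5 in the 190 and the 951 cell aliquot. In the glutamatergic-like cells the changes were 1.83 and 0.333. The isoform held 23.4% of 141 Ergic3 UMIs in immature GABAergic-like, 4.20% of 119 in mature GABAergic-like, 3.99% of 276 in immature glutamatergic-like and 4.57% of 503 in mature glutamatergic-like cells. The Pantr1 isoform ENSMUST00000181593.7 changed by -7.45 points in the GABAergic-like cells (-0.615 and -8.56 by aliquot), against 2.30 and 4.88 in the glutamatergic-like cells. For Mif-201 the change was -1.03 points (-2.07 and -0.901), against 0.908 and 2.03. For the Srsf3 isoform ENSMUST00000130216.1 it was -0.516 points (-5.06 and -0.197), against 4.16 and 5.86. These 4 are among 28 isoforms of the 12 genes with at least 50 UMIs in each of the 4 classes, out of 16 genes called in either comparison of mature with immature cells. How many would move opposite ways by chance among genes chosen by these calls was not tested. No technical or biological explanation of these differences was tested.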

How the results depend on the processing

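The alternative without 1 immature glutamatergic-like cluster was chosen only after the result was seen.

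The 27 main results were recomputed under 156 alternatives, counting each left-out aliquot as 1. Of these, 117 left the value within its spread or its count within 1.5 times, 39 moved it and 0 reversed it. The 10 genes with the largest rises and falls between platforms kept their direction and their side of the threshold in all 60 fits. With an aliquot left out, 4 of their 20 fold changes moved by more than the spread. Of 229 refits of the 25 named isoform results, 194 kept the call and 35 lost it, and none reversed. The calls were lost without the filter on low counts (13), with Simes' method (11), without the cluster named above (5), at a resolution of 1.2 (4), with DESeq2's size factors (1) and when clustered without the 76 genes (1). Of these results 11 were called under every alternative that could be fitted. With an aliquot left out, 24 of 50 share changes moved. Of the alternatives to other values with no test, 10 stayed within the spread and 6 moved.

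For the platforms, the share of genes found was 62.7% over the genes named in both matrices. The correlation of UMIs per cell was 0.990 without the 2 cells farthest from the median. That of genes per cell was 0.971 with all deposited barcodes, 0.969 as Spearman's rho and 0.971 without the 2 farthest cells, changes that exceed a very small difference between the aliquots. The correlation of expression in the same cell was 0.805 on raw counts, 0.695 over the genes detected in either library and 0.776 as Spearman's rho, and in different cells 0.636, 0.268 and 0.377, and 0.561 with all deposited barcodes. Leaving out genes at 0 in both libraries removes pairs at the same low value, which can lower a correlation. The cause of the other changes was not tested. DESeq2's Wald test called 3071 genes with different levels, 3053 of them among the 4976.

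The median major isoform share was 60.0% when the isoform counted was the most expressed of the pooled cells. Genes above random sampling numbered 3 with that isoform, 28 with at least 5 UMIs per cell (95 genes passed the criteria), 3 with at least 20 UMIs (16 genes passed) and 5 of 33 when cells were pooled within each class, where the Pkm share of 80.4% no longer passed the criteria. The number of genes that pass the criteria accounts for part of this. Between aliquots, the correlation of the same class on the natural log scale was 0.958 for Illumina genes, 0.965 for Nanopore genes and 0.964 for Nanopore isoforms. At a resolution of 0.4, the share difference between mature glutamatergic-like and radial glia-like cells was 57.5 percentage points for Clta-204, -57.5 for Clta-206, -76.9 for Pkm-201 and 76.9 for Pkm-202, with no separate intermediate progenitor-like class.

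The counts of isoform usage moved most where few genes were called. Between mature glutamatergic-like and radial glia-like cells, 194 genes were called without the filter and 68 with Simes' method, and between mature GABAergic-like and radial glia-like cells 49 with Simes' method. Between mature and immature glutamatergic-like cells, 1 gene was called without the filter, 6 with Simes' method and 1 without the cluster left out after the data were seen. Between mature and immature GABAergic-like cells, 0 genes were called without the filter (124 at an unadjusted p under 0.05), 1 with Simes' method and 3 at a resolution of 1.2. Between the mature classes, 5 were called with Simes' method and 18 at a resolution of 1.2. Without the filter, 7691 in place of 640 genes shared the adjustment. The cause of the other changes was not tested. Without integration only the first of these comparisons could be made.

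With the aliquot as a block, in the fit that uses the pairing, 6972 genes differed between platforms. The isoform comparisons then called 145, 111, 38, 14 and 19 genes in the order above, and 43 of the study's 76 genes. All genes called without the block in these isoform comparisons were also called with it. Of the named genes, the block changed 1 call, that of Myl6 between the mature classes (adjusted p 0.033 in edgeR's test, against 0.19 without the block and 0.033 to 1 over all alternatives), and it changed no other call.

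Leaving out 1 aliquot leaves 1 library per group, so values are given without a test. The share of UMIs found ranged from 54.5% to 58.4% and that of genes from 56.3% to 59.5%. The correlations ranged from 0.988 to 0.991 for UMIs per cell, 0.971 to 0.972 for genes per cell, 0.840 to 0.851 for expression in the same cell and 0.564 to 0.569 in different cells. The median major isoform share ranged from 62.7% to 67.3%, and the genes above random sampling from 1 in the 190 to 9 in the 951 cell aliquot. The share differences ranged from 66.7 to 74.0 points for Clta-204, -73.5 to -56.9 for Clta-206, 35.6 to 47.8 for Myl6-201, -48.7 to -35.9 for the Myl6 isoform ENSMUST00000218127.1, -84.1 to -80.3 for Pkm-201 and 80.3 to 84.1 for Pkm-202. The 190 cell aliquot has 13 radial glia-like cells, with 44 Clta UMIs in them.

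Not run were the alternatives for the share of UMIs assigned to 1 isoform, which needs unassigned UMIs. Keeping only isoform-assigned UMIs changes nothing, since the counts hold no others.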

Differences from the paper's values

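The alternative without 1 immature glutamatergic-like cluster was chosen only after the result was seen, and the others were set before the data were examined.

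The median cell had 1575 Nanopore genes, against the paper's 2427. With all deposited barcodes and with each aliquot left out it was 1563, 1572 and 1591, so none of the alternatives set before the data were examined closed the gap. The Nanopore counts used here hold only UMIs assigned to an isoform. The paper gives its genes per cell, gene share and platform correlations for all Nanopore UMIs with an assigned barcode. These values here and in the paper therefore rest on unlike counts. The median of 4472 isoform-assigned UMIs per cell is above the paper's median of isoform UMIs, and the cause was not settled.

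The mean share of the Illumina genes of a cell found by Nanopore was 59.0%, against the paper's 91%. Over the genes named in both matrices it was 62.7%, which is within the limit of 1.5 times but still well below the paper's value. With all deposited barcodes (58.6%), as a ratio of sums (59.3%) and with each aliquot left out (59.5% and 56.3%) it was not within that limit. All these shares use isoform-assigned UMIs only, unlike the paper's.

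With isoform-assigned UMIs only, the number of genes per cell on the 2 platforms correlated with 0.969, against the paper's 0.99. None of the alternatives closed the gap, with values from 0.969 to 0.972.

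The mean correlation of expression between platforms in the same cell was 0.849 with isoform-assigned UMIs only, against the paper's 0.90. None of the alternatives closed the gap, and the highest was 0.851 without the 190 cell aliquot. Between different cells it was 0.568, against about 0.54 in Fig. 2c, read by eye. Raw counts (0.636), the genes detected in either library (0.268), Spearman's rho (0.377), all deposited barcodes (0.561) and each aliquot alone (0.569 and 0.564) differed from it by more than the spread between aliquots too.

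Gria2 had 396 Nanopore UMIs, against the paper's 2105, and the same number with all deposited barcodes. The paper's count does not require that a UMI was assigned to an isoform.

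In total 139 genes were called with different isoform usage in at least 1 class comparison, against the paper's 76. With Simes' method it was 79 and without integration, where 1 comparison could be made, 86, both within 1.5 times of the paper's number. With DESeq2's size factors (135), no filter (212), the aliquot as a block (190), resolutions of 0.4 (145) and 1.2 (142), clustering without the 76 genes (127), without doublets (160) and without the cluster left out after the data were seen (128) it was not. The tests are not the same, since the study tested over cells. Of the study's 76 genes, 36 were not called, of which 21 could not be tested after the filter. Of these 36 genes, 7 were called under another setting, 4 without the filter, 3 with the aliquot as a block, 2 each at a resolution of 0.4, when clustered without the 76 genes and without doublets, and 1 each with DESeq2's size factors and without integration.

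The paper describes a switch of Clta isoforms during neuronal maturation. Between immature and mature glutamatergic-like cells, the usage of Clta isoforms did not pass the threshold (adjusted p = 0.59 in edgeR's gene-level test, 0.096 to 1 over the alternatives), while it did between radial glia-like cells and both mature classes. Between immature and mature GABAergic-like cells it passed too (adjusted p = 0.0072 in the same test), and under 7 of 9 alternatives.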

Other observations

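The 2 tests of other cell types and the test of short transcripts were chosen only after the results were seen, and so were the restriction to genes with an entry in the isoform counts, the use of an interval for the ratio of shares, and the range of the class difference read as open.

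Some genes with many Illumina UMIs were nearly absent from the Nanopore isoform counts. Of 2828 genes with at least 500 Illumina UMIs and an entry in both the annotation and the isoform counts, 167 (5.91%) had under 5% of their Illumina UMIs there, where the median over genes was 67.1%. They held 6.02% of all Illumina UMIs, and 154 of them were under 5% in both aliquots. If UMIs that match several isoforms were the cause, such genes should be at least 3 times as frequent among genes with several annotated transcripts. They made up 157 of 2627 genes with several transcripts (5.98%) and 10 of 201 genes with 1 transcript (4.98%), a ratio of 1.201, or 2.48 at the lower bound of the interval of the second share (2.41%). This argues against that explanation as the whole cause. In the set taken first, which had 2928 genes with or without an entry, 267 were under 5%, and the shares were 8.45% and 17.0%. The longest annotated transcript had a single exon in 7.78% of the nearly absent genes (13 genes) and in 7.44% of the other genes. At most these 13 have no annotated spliced transcript, which argues against a gene without exon junctions as the cause for most of the genes. These 13 held 41.2% of the Illumina UMIs of the nearly absent genes, and for them this cause stays open. The count rests on the annotation, so it cannot tell whether partial cDNA of spliced genes spanned no junction. The longest annotated transcript had a median of 4762 nucleotides in the nearly absent and 2812 in the other genes, and 100% of 10000 random lists matched on Illumina UMIs had a lower median (2916 over the lists). This is in line with long transcripts seldom being copied into full-length cDNA. Length does not account for all of them, since 14 had no transcript over 1000 nucleotides (8.38%, against 9.09% of other genes), and these held 18.8% of the Illumina UMIs of the nearly absent genes. Other causes, such as transcript ends that differ from the annotation or reads shared with near-identical copies, stay open and were not tested. Both platforms read the same cDNA, and no biological explanation was tested.

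Without integration, 130 of the 186 cells of the 190 cell aliquot lay in 2 of 12 clusters in which at least 90% of cells came from that aliquot. With integration, 100% of these cells fell into classes that the 951 cell aliquot holds too, but integration aligns the aliquots, so this value decides nothing. Annotated pseudogenes held 1.46% of the Illumina UMIs in the 190 and 0.450% in the 951 cell aliquot. When the 159 pseudogenes were left out, still without integration, 0 cells lay in such clusters, and the highest share of cells from the 190 cell aliquot in any cluster was 22.0%. This argues against cell types present only in the 190 cell aliquot. UMIs counted on pseudogenes in 1 Illumina library are therefore a candidate cause. Of 2998 genes with at least 500 Illumina UMIs, 33 differed by over 1 on the log2 scale between the Illumina libraries of the aliquots (CPM plus 10), 31 of these higher in the 190 cell aliquot, and 16 of the 33 were pseudogenes. The largest log2 ratios were those of Hist1h2al (6.49), Rpl13a-ps1 (4.89), Gm10036 (3.60), Lrrc58 (3.29) and Gm9844 (3.20), which were picked by size after the values were seen. In the Nanopore counts, 11 of 1625 genes with at least 500 UMIs on both platforms differed as much. Over these genes, the log2 ratios of the platforms correlated with 0.852. This covers genes with large and small differences, and the ratios are not independent, since Nanopore UMIs were assigned with the Illumina data of the same cells. Genes are not independent replicates here. The 5 genes named above had fewer than 500 Nanopore UMIs, so the correlation does not cover them. Rpl13a-ps1, Gm10036 and Lrrc58 had 11, 10 and 26 Nanopore UMIs in the 190 cell aliquot. In the 951 cell aliquot they had 8, 16 and 110. Hist1h2al and Gm9844 had 0 in both. Why pseudogenes differ was not tested. The aliquots are parts of 1 suspension, and the design gives no biological difference between them.

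The share of Illumina UMIs in the Nanopore isoform counts was 57.7% ± 2.55 (SD, n = 2 aliquots) in radial glia-like and 56.0% ± 1.55 (SD, n = 2) in mature glutamatergic-like cells, a difference of 1.70 percentage points (0.998 and 2.40 in the 190 and the 951 cell aliquot) with the same sign in both. Without the 267 genes under 5%, it was 1.11 points (0.419 and 1.80). If these genes were the cause, it should have fallen by at least 50% of its size, and if not, it should have stayed about the same. The value lies between, so the share taken by nearly absent genes and a different capture of the classes cannot be told apart with 2 aliquots.

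Of the 2998 genes with at least 500 Illumina UMIs, 133 had no entry in the Nanopore isoform counts used here, and they held 2.37% of the Illumina UMIs. Among genes named after a clone or a gene model, these were 77 of 87 (88.5%), and among other genes 56 of 2911 (1.92%). No cause was tested.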
